# Distinct transcriptome profiles identified in normal human bronchial epithelial cells after exposure to γ-rays and different elemental particles of high Z and energy

**DOI:** 10.1186/1471-2164-14-372

**Published:** 2013-06-01

**Authors:** Liang-Hao Ding, Seongmi Park, Michael Peyton, Luc Girard, Yang Xie, John D Minna, Michael D Story

**Keywords:** Gene expression, HZE particles, Ionizing radiation, Human bronchial epithelial cells

## Abstract

**Background:**

Ionizing radiation composed of accelerated ions of high atomic number (Z) and energy (HZE) deposits energy and creates damage in cells in a discrete manner as compared to the random deposition of energy and damage seen with low energy radiations such as γ- or x-rays. Such radiations can be highly effective at cell killing, transformation, and oncogenesis, all of which are concerns for the manned space program and for the burgeoning field of HZE particle radiotherapy for cancer. Furthermore, there are differences in the extent to which cells or tissues respond to such exposures that may be unrelated to absorbed dose. Therefore, we asked whether the energy deposition patterns produced by different radiation types would cause different molecular responses. We performed transcriptome profiling using human bronchial epithelial cells (HBECs) after exposure to γ-rays and to two different HZE particles (^28^Si and ^56^Fe) with different energy transfer properties to characterize the molecular response to HZE particles and γ-rays as a function of dose, energy deposition pattern, and time post-irradiation.

**Results:**

Clonogenic assay indicated that the relative biological effectiveness (RBE) for ^56^Fe was 3.91 and for ^28^Si was 1.38 at 34% cell survival. Unsupervised clustering analysis of gene expression segregated samples according to the radiation species followed by the time after irradiation, whereas dose was not a significant parameter for segregation of radiation response. While a subset of genes associated with p53-signaling, such as *CDKN1A*, *TRIM22* and *BTG2* showed very similar responses to all radiation qualities, distinct expression changes were associated with the different radiation species. Gene enrichment analysis categorized the differentially expressed genes into functional groups related to cell death and cell cycle regulation for all radiation types, while gene pathway analysis revealed that the pro-inflammatory Acute Phase Response Signaling was specifically induced after HZE particle irradiation. A 73 gene signature capable of predicting with 96% accuracy the radiation species to which cells were exposed, was developed.

**Conclusions:**

These data suggest that the molecular response to the radiation species used here is a function of the energy deposition characteristics of the radiation species. This novel molecular response to HZE particles may have implications for radiotherapy including particle selection for therapy and risk for second cancers, risk for cancers from diagnostic radiation exposures, as well as NASA’s efforts to develop more accurate lung cancer risk estimates for astronaut safety. Lastly, irrespective of the source of radiation, the gene expression changes observed set the stage for functional studies of initiation or progression of radiation-induced lung carcinogenesis.

## Background

Exposure to galactic cosmic radiation (GCR) is considered a major health risk for astronauts [1-3] and is potentially mission compromising. GCR includes charged particles of high atomic number (Z) and energy (HZE). HZE particles can produce dense ionizations along their trajectory, which is unlike the random deposition of energy associated with electromagnetic radiations such as γ- or x-rays. The energy deposition of radiation is measured by the linear energy transfer (LET, keV/μ) which will vary based upon the particle atomic number (Z) and the kinetic energy of the particle. The density of such ionizations is variable and is often referred to as the particle quality. As the density of ionization increases it is thought to cause ever more complex and often irreparable DNA damage [4-6]. As a result HZE particles are more effective than low-LET radiation like γ- or x-rays for cell killing and mutation induction [7-14] and particle quality differences have also been shown to have varied biological effectiveness [15,16].

The current model for estimation of the health risks for HZE particle exposure is extrapolated from low-LET radiation data because of the lack of biological data for high-LET radiation. The uncertainties of the model due to possible qualitative differences between high- and low-LET radiations is a major concern for prolonged manned space missions, particularly those outside of the earth’s magnetic field. And because HZE particles are now being used for radiation therapy it becomes more important to understand the biological consequences of such exposures. There are currently five heavy particle treatment centers that utilize ^12^C with a number of other facilities under construction or being planned. Approximately 80,000 individuals have now been treated for various cancers with ^12^C with other ions under consideration. Given the differences in energy deposition patterns as the LET increases, there are likely differences in molecular response leading to different outcomes. And while there may be an enhancement in tumor control, for the normal tissue in the radiation field or an astronaut exposed to the GCR there may be an enhanced mutation frequency or enhanced genomic instability with the likelihood for increased risk for carcinogenesis. Therefore, characterization of the molecular response to HZE particle radiation is a key tool in the development of accurate risk assessment models for long-term space travel as well as the therapeutic use of HZE particles.

Prior risk models based upon epidemiology from predominantly the atomic bomb survivor data has determined that radiation-induced lung cancer has the greatest carcinogenic risk for solid tumors and this may be due to the number of cells at risk in the lung compared to other organs [17]. In prior work it was demonstrated that normal human bronchial epithelial cells (HBECs) could be immortalized with a combination of hTERT and CDK4 expression [18]. These cells cloned with high efficiency, differentiated into a ciliated epithelium under the right conditions, did not clone in soft agar, did not form tumors in immune-compromised mice, but could be genetically manipulated. We have recently reported on their response to γ-ray radiation with and without oncogenic manipulation [19,20]. In addition, with appropriate oncogenic changes, these HBECs can be progressed to full malignancy [21]. Thus, they make an excellent preclinical model for examining the molecular effects of HZE particle radiations and subsequent progression towards malignancy.

The HEBC3KT cell line, one of a series of normal human bronchial epithelial cell lines [18], was used as the sentinel cell line to determine the cellular and molecular radioresponse of our HBEC panel to radiations of increasing LET including γ-rays, and beams of the HZE particles ^28^Si and ^56^Fe both with nominal energies of 1 GeV/n (Giga electron volt per nucleon). Historically, experiments with a variety of cell lines have shown a large difference in cell killing and cellular transformation with exposures to particles of increasing Z and energy. We postulated that there were likely to be differences in the initial molecular responses of cells to such exposures that may drive the differences in cellular response. Experiments examining the long term changes in molecular signaling are ongoing. Here, besides cellular survival, we examined whole genome gene expression analysis over 24 h to determine whether the molecular responses in signaling were unique to LET. Our data indicated that while there is a strong similarity in the expression of particular radiation responsive signal transduction pathways there are also distinct gene expression profiles that were induced specifically by each radiation. A 73 gene signature was developed that segregated cells based upon the radiation exposed which was validated in blinded RNA samples isolated from cells exposed to γ-ray, ^28^Si or ^56^Fe.

## Methods

### Cell line and radiation

The human bronchial epithelial cell line HEBC3KT was derived at UT Southwestern Medical Center. HEBC3KT was first isolated from normal bronchial epithelial tissue and then non-oncogenically immortalized through the overexpression of CDK4 and hTERT. The cells have been shown to have a normal HBEC phenotype and normal p53 checkpoint function after radiation [18]. Cells were grown in a 95% air, 5% CO_2_ environment at 37°C in Keratinocyte Serum Free (KSF) medium supplemented with epithelial growth factor and bovine pituitary hormone (Gibco, Life Technologies, Grand Island, NY USA).

High energy HZE particle radiations were carried out at the NASA Space Radiation Laboratory (NSRL), at Brookhaven National Laboratory while the γ-ray exposures were conducted using a ^137^Cs source at the Department of Biology, Brookhaven National Laboratory. Cells were irradiated at 60-80% confluence as determined by eye. Experiments were repeated three times during 5 separate campaigns within a two-year period. The species of ions, kinetic energy and LETs are listed in Table 1.

**Table 1:** Experimental design using different radiation types, doses and time points

**Radiation**	**Energy (MeV/n)**	**LET (KeV/μm)**	**Dose (Gy)**	**Post IR Time (hour)**	**Exp date**
^56^Fe	1000	150	0, 0.5, 1	0, 1, 4, 12, 24	Mar. 2008
					Nov. 2008
					Nov. 2009
^28^Si	1000	44	0, 0.5, 1	0, 1, 4, 12, 24	Apr. 2009
					May. 2009
					Nov. 2009
γ-ray	0.662	0.2	0, 1, 3	0, 1, 4, 12, 24	Nov. 2008
					Apr. 2009
					Nov. 2009

### Clonogenic assays

Relative cell survival was determined as follows. Four hours after irradiation, cells were trypsinized, counted, and plated into 100 mm dish. Both control and irradiated cells were cultured for 9-14 days, stained with 0.5% crystal violet in 1% formalin-PBS, and counted for colonies of more than 50 cells. Survival curves were plotted using a two-component survival fit. The Relative Biological Effectiveness (RBE) was calculated based on equations of the fit curve. Clonogenic assays were performed over at least two different NSRL campaigns with each experiment performed in triplicate. The error bars represent standard error.

### RNA labeling and microarray hybridization

Cells were trypsinized, collected as a pellet of cells by micro-centrifugation at 10,000 rpm and flash-frozen with dry ice at 1, 4, 12 and 24 hours after each radiation. At each time point, a mock cell sample without radiation was also collected as a cell pellet and flash-frozen. An extra mock sample before radiation as common reference was also collected. Total RNA isolation was conducted later at the time of microarray analysis using Qiagen RNeasy Mini Kit according to manufacturer’s manual.

Illumina HumanWG-6 V2 BeadChip (Illumina, Inc.) human whole-genome expression arrays, which contain 48,701 probes on each array, were used in this study. Each RNA sample was amplified by Ambion TotalPrep RNA amplification kit with biotin UTP (Enzo) labeling, using 500 ng of total RNA. The Ambion Illumina RNA amplification kit uses T7 oligo(dT) primer to generate single stranded cDNA followed by a second strand synthesis to generate double stranded cDNA which is then column purified. In vitro transcription with T7 RNA polymerase generated biotin-labeled cRNA. The cRNA was then column purified, checked for size and yield using the Bio-Rad Experion system, And then 1.5 μg of cRNA was hybridized to each array using standard Illumina protocols with streptavidin-Cy3 (Amersham) being used for detection. Slides were scanned and fluorescence intensity captured using an Illumina BeadStation.

### Data processing and visualization

Expression values from 134 expression arrays of Illumina HumanWG-6 V2 BeadChip were extracted using BeadStudio v3.3. The data was background subtracted and quantile-normalized using the MBCB algorithm [22-24]. Expression values for each sample were then normalized to the signal from the reference sample before radiation for each radiation type and for each different experiment. To discern sample signal variations for subsequent analysis by hierarchical clustering or principal component analysis (PCA), the sample signal was further normalized to that of the mock irradiated samples taken at each time point. The data then underwent batch correction using Partek Genomics Suite software (version 6.5) to correct for any batch effect created by the different NSRL campaigns. Averaged log2 ratios were used for analysis. The hierarchical clustering was performed using Spearman absolute value dissimilarity metrics and Ward’s method was used as the clustering method. The PCA was performed using a covariance matrix and method of eigenvector scaling was normalized. Clustering and PCA analysis were implemented using Partek Genomics Suite version 6.5. The whole set of microarray data were also deposited in the GEO database, accession number GSE44282.

### Significance, gene function and pathway analysis

Significance analysis to find differentially expressed genes was performed using the maSigPro package from Bioconductor [25]. To increase statistical power, genes with Illumina Detection P-values > 0.05 were excluded in all sample sets. These genes typically had low base-line expression and were considered as background signal. The significance cutoff used was a False Discovery Rate (FDR) < 0.01 corrected for multiple testing using the Benjamini and Hochberg correction and an R-squared threshold of 0.3. For each radiation type, the common genes from the two radiation doses were subjected to fold change cutoff (> 1.3). Gene function and pathway analysis was performed using Ingenuity Pathway Analysis software.

### Prediction analysis of radiation qualities

Prediction analysis was performed using the Partek Genomics Suite version 6.5. A compiled gene list was created using a more stringent R-squared cutoff (> 0.5) from significance analysis. Genes specifically changed by different radiation qualities were combined and filtered for probes that were well annotated in the RefSeq database. Log2 ratios of irradiated samples normalized to reference RNAs before radiation were used in the prediction study. Classification methods were tested using K-Nearest Neighbor, Nearest Centroid and Support Vector Machine, Diagonal Discriminant Analysis and Partial Least Squares. Model selection and accuracy estimation were performed using a 2-level cross-validation strategy available from Partek. Briefly, several iterations of model validation and testing procedures were executed. With each iteration, one fourth of the samples were randomly selected as the testing set. The remaining samples were divided into 3 parts and each part was again partitioned into 10, with 9/10 for model training and 1/10 as validation. The best model was used for the testing set to calculate accuracy rate. The classification algorithm and parameters were as follows: K-nearest neighbor, number of neighbor candidates were 1,3 and 5; Nearest centroid, prior probabilities were equal and proportional; Diagonal discriminant analysis, function and prior probabilities were linear with equal probability; Support Vector Machine, kernel was polynomial, cost was 1 to 1001 and step was 100, tolerance was from 0.001 to 0.001 step 0.01; Partial least squares, function and prior probabilities were linear with equal probability. The average accuracy for all iterations was used as the final accuracy rate. The model was deployed to predict the radiation type from a blinded dataset generated by independent radiation exposures carried out some 6 months after the prediction set was developed.

### Real time quantitative RT-PCR

Complementary DNA was synthesized from the treated RNA solution in a reaction containing SuperScript III reverse transcriptase (Invitrogen) and random hexamer primers. The gene specific primers were designed by using Primer3 software. PCR reactions were performed using a SYBR PCR master kit (AB Biosystems, Inc.), and a Chromo4 Fluorescence Detector (Bio-Rad, Inc.). The PCR protocol was designed with an initial denaturing step of 95°C 10 minutes, followed by 40 cycles of 95°C 15 seconds and 60°C 1 minute. Serial dilutions of cDNA synthesized from human reference RNA (Stratagene, Ivc.) were used to describe standard curves for each gene. Human GAPDH was used as an internal control between samples. The PCR reactions were performed in triplicate for each gene being validated. Primers used in this experiment can be found in the Additional file 1. Data analysis was performed using Opticon software from Bio-Rad. The amount of RNA was normalized with the internal control and the ratios were generated using irradiated samples divided by mock samples.

## Results

### Relative biological effectiveness of cytotoxicity after HZE radiation in normal bronchial epithelial cells

Clonogenic assays performed on HEBC3KT cells after ^56^Fe, ^28^Si and γ-ray irradiation indicated that Fe ion irradiation resulted in the most severe cell killing, while ^28^Si irradiation induced moderate cell killing and the survival curve falls between γ-ray and Fe radiation (Figure 1). The highest dose in this survival study was 3 Gy for γ-ray radiation and resulted in 34% of cell survival according to the fit curve. At this cell survival level the relative biological effectiveness (RBE) for ^56^Fe radiation was 3.91 while the RBE for ^28^Si was 1.38. Irradiation at 1 Gy for γ-ray resulted in 88% cell survival with RBEs of 5.92 and 1.23 for ^56^Fe and ^28^S, respectively. Radiation doses for subsequent gene expression studies were chosen based on the cell killing data so as to cover the range of RBEs between ^56^Fe/γ-ray and ^28^Si/γ-ray, such that we can compare gene expression differences at the same doses as well as at or near the same biological effect, that is, cell killing.

**Figure 1:**
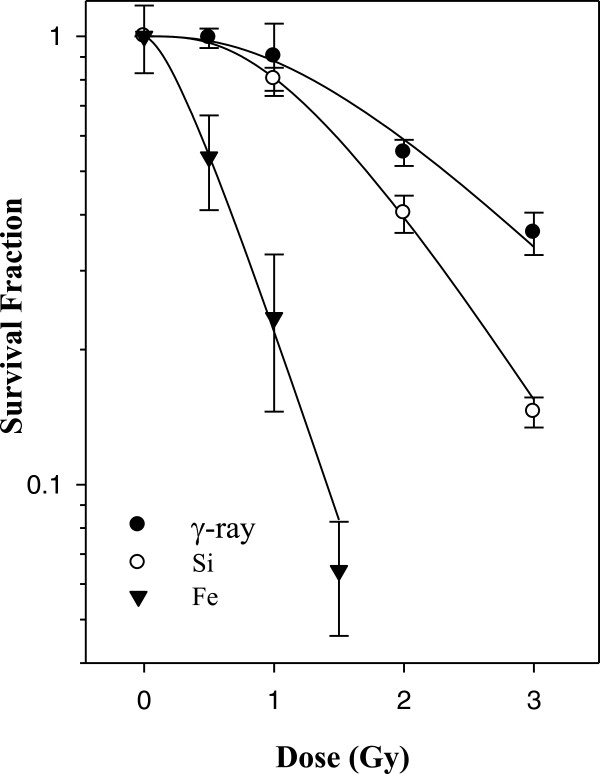
**Clonogenic survival of HEBC3KT cells.** Clonogenic survival of HEBC3KT cells were irradiated by ^56^Fe, ^28^Si or γ-rays. Survival curves were plotted using a two-component survival fit. The data represents two radiation experiments for each dose and radiation type. Error bars: standard error.

### Distinct gene expression profiles in HBECs in response to different radiation qualities

An ANOVA model was developed in an attempt to reveal which experimental factors in this study contributed the most to gene expression changes. 

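The cells were HBEC3KT (so named in the array labels, and HEBC3KT in the paper), a line of human bronchial epithelial cells that divides without limit through CDK4 and telomerase. They were mock-irradiated or exposed to 56Fe ions or 28Si ions at 0.5 and 1 Gy or to γ-rays at 1 and 3 Gy, and RNA was taken 1, 4, 12 and 24 h later for Illumina HumanWG-6 V2 BeadChips. The 134 arrays comprise 83 of irradiated cells (35 after 56Fe, 24 after 28Si and 24 after γ-rays), 40 of mock-irradiated cells and 11 of reference cells taken before irradiation. The exposures took place in 5 campaigns. Each radiation type was given in 3 of them: 56Fe in March 2008, November 2008 and November 2009, 28Si in April, May and November 2009, and γ-rays in November 2008, April 2009 and November 2009. A run, meaning 1 radiation type in 1 campaign, is the replicate, so that there are 9 runs and n = 3 runs per radiation type. Arrays of the same run, dose and time were averaged, which gave 71 irradiated, 36 mock-irradiated and 9 reference samples. The median raw signal per array ran from 46.2 to 104.1 (median 64.7) in irradiated samples, from 45.8 to 102.2 (median 60.8) in mock-irradiated samples and from 51.4 to 115.8 (median 67.7) in reference samples. With the run as the replicate, the number of runs limits the precision. The authors extracted mean bead signals with BeadStudio. These signals were corrected for background with normexp (offset 50), quantile-normalized over all arrays and taken to log2. The 24350 of 48701 probes with a mean log2 signal above the median of 6.23 were tested, and 16574 of them carry a symbol, for 14126 genes. For each run and time, the response was the mean of both doses minus the mock-irradiated sample of that run and time, as a log2 ratio. limma was fitted to the 36 responses with a mean for each of the 12 combinations of radiation type and time. Mock was paired within runs, but the fit has no further term for the run, so the 4 responses of a run enter as independent. Tests of probes or gene lists over the 4 times take them as separate replicates, and their p values may be too small. Errors are SDs between runs, and adjusted p values come from limma with the Benjamini-Hochberg correction over all tested probes unless another test is named.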

The ANOVA model included 3 factors; radiation type, dose and time post-irradiation. Average F ratios were calculated as the mean of F ratios of all genes for each factor (Figure 2). 

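In an ANOVA of the log2 ratios to mock of the 71 irradiated samples, with radiation type, time, dose in Gy and campaign as factors, the F ratio of radiation type averaged 1.72 over 48701 probes, and its median was 1.15. Leaving out 1 run at a time gave a jackknife SD of 0.24. This F ratio takes samples as replicates, although all samples of a run share 1 radiation type.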

The results indicated that radiation type was the most significant source of variation in overall gene expression (Figure 2A). Post-IR time had a more modest contribution while dose was at the noise level. 

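The mean F ratio of time was 1.57 (jackknife SD 0.07, median over probes 1.2) and that of dose was 0.868 (jackknife SD 0.18, median 0.57). The difference between radiation type and time was smaller than the jackknife SD of the former, and both lay above dose by more than 1 SD. Radiation type varies between runs, and dose within runs. With the radiation type exchanged between runs, its mean F ratio had a median of 1.88, above the real 1.72. Its place above dose therefore cannot show an effect of radiation type.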

Unsupervised sample clustering aligned with experimental conditions and was consistent with the factor analysis. Normal epithelial cells (HEBC3KT) were clustered into 3 major groups according to radiation type (Figure 2B). 

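The profiles of the 24 conditions (radiation type, dose and time), after removal of campaign means, formed 1 cluster with the 8 28Si profiles alone, 1 cluster with the 8 56Fe profiles and the 4 γ-ray profiles of 12 and 24 h, and 1 cluster with the 4 γ-ray profiles of 1 and 4 h. The agreement of these 3 clusters with radiation type had an adjusted Rand index of 0.61, against -0.03 for their agreement with time. All 24 conditions had a nearest neighbour of their own radiation type, and 21 of 24 had one of their own time. Distances were 1 minus the absolute Spearman correlation over 48701 probes, grouped by Ward's method. The index had a jackknife SD of 0.67 when 1 run at a time was left out. All conditions of a radiation type come from the same runs. With the radiation type exchanged between runs, 85 of 100 groupings, the real one included, gave an index as high (median of the others 1). The clusters and nearest neighbours therefore cannot tell an effect of radiation type from the sharing of runs.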

Different doses were paired precisely at each time point, indicating that the kinetics of gene expression for different doses were similar. 

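Of the 12 pairs formed by both doses of a radiation type at a time, 10 were each other's nearest neighbour. The pairs of 56Fe and of γ-rays at 24 h were not. Both doses of a run and time are divided by the same mock-irradiated sample. With the mock subtracted, the median rank correlation of both doses across probes was 0.46 over 35 pairs (SD 0.12 between the 9 runs). Without that subtraction it was 0.25 (SD 0.16), against 0.30 (SD 0.16) between irradiated and mock-irradiated samples of the same run and time. Probes within a sample are not independent replicates. Without the mock subtraction, on run-centred values, 2 of 12 pairs were each other's nearest neighbour.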

A detailed clustering analysis with a heatmap generated from log2 ratios of 48,701 probes is found in the Additional file 2. 

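FDPS, an enzyme of cholesterol synthesis, CDK1, the kinase that drives entry into mitosis, and SRM, which makes spermidine, were among the 12 named genes with the smallest p for a difference in response between the radiation types. At 12 h the log2 ratio of FDPS was 0.37 ± 0.08 (SD, n = 3 runs) after 56Fe, -0.38 ± 0.22 after 28Si and 0.02 ± 0.19 after γ-rays. CDK1 had log2 ratios of -0.04 ± 0.20 after 56Fe, -0.39 ± 0.22 after 28Si and 0.21 ± 0.09 after γ-rays, and SRM had -0.15 ± 0.21, 0.44 ± 0.07 and -0.13 ± 0.24 in the same order. None of these differences passed: limma called 0 of 24350 probes as responding differently to the radiation types (smallest adjusted p = 0.396, against 1509 probes with an unadjusted p under 0.05). No gene list of the re-analysis passed a test for a difference between radiation types at any time once adjusted. The smallest adjusted p was 0.23, for heat shock genes (exact permutation test over 280 splits of the runs, p = 0.0071) and for NRF2 targets of oxidative stress (exact p = 0.014), both at 12 h. With 280 splits, a list that alone differed could not pass once adjusted over all lists. This test can therefore not exclude a difference in single lists. Whole responses correlated at a mean Spearman coefficient of 0.02 between runs of the same radiation type and 0.002 between runs of different types (exact permutation test, p = 0.2).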

The overall results suggested that different radiation types induced distinct gene expression profiles. The effect from different doses, irrespective of the extent of cell survival was not significant enough to change the profiles specific to different radiation types. Accordingly, we treated different doses as replicates in our subsequent analysis of gene expression profiling.

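In limma's test, probes differed between doses of 28Si and of γ-rays, each tested over the 4 times together. The difference was largest at 12 h for 143 of 165 probes after 28Si and at 24 h for 196 of 200 after γ-rays. The adjusted p values given here are those of the test over the 4 times. At 12 h after 1 Gy of 28Si, DLGAP4, a scaffold protein, was higher than after 0.5 Gy by a log2 difference of 1.08 ± 0.70 (SD, n = 3 runs, adjusted p = 0.014 from limma), ACTN4, an actin crosslinker, by 0.88 ± 0.53 (adjusted p = 0.027) and SREBF1, a regulator of lipid synthesis, by 0.80 ± 0.63 (adjusted p = 0.042). MGST1, a glutathione transferase, was lower by a log2 difference of -1.20 ± 0.36 (adjusted p = 0.014) and NEDD8, a ubiquitin-like modifier, by -0.87 ± 0.34 (adjusted p = 0.02). At 24 h, 3 Gy against 1 Gy of γ-rays gave log2 differences of 2.33 ± 0.72 for the metallothionein MT1G (adjusted p = 0.001), 1.29 ± 0.35 for the copper chaperone ATOX1 (adjusted p = 0.0004), 1.38 ± 0.41 for the ATP synthase subunit ATP5ME (adjusted p = 0.033) and -0.66 ± 0.28 for the dehydrogenase IDH1 (adjusted p = 0.0011). In all, 165 probes differed between doses of 28Si and 200 between doses of γ-rays over the 4 times, while limma called 0 between doses of 56Fe (smallest adjusted p = 0.0507, 2004 probes with an unadjusted p under 0.05). The γ-ray probes departed from mock more at 1 Gy than at 3 Gy in 2 of 3 runs: oriented by the sign of their dose difference, their mean log2 ratio was -0.95, -0.51 and -0.41 at 1 Gy and 0.23, 0.04 and 0.47 at 3 Gy in the 3 runs. The 28Si probes had 0.19, -0.15 and -0.10 at 0.5 Gy and 0.65, 0.43 and 0.70 at 1 Gy, all at 12 h; their mean difference between doses went the opposite way at 1 h (-0.20, from -0.32 to -0.05 between runs) and at 4 h (-0.31, from -0.48 to -0.07). Without 1 run the 28Si count was 315 (April 2009), 0 (May 2009) or 0 (November 2009), and 55 or 43 without γ-rays of November 2008 or April 2009, whose spread enters the fit; the γ-ray count was 3 (November 2008), 303 (April 2009) or 14 (November 2009), and the 56Fe count was 16 (March 2008) or 880 (November 2009). With each array scaled to a common median, 0 probes differed between doses of 28Si and 0 between doses of γ-rays, and with the chip as block, 14 and 175 did and 89 between doses of 56Fe. Among the gene lists, the 42 ribosomal protein genes were higher at 3 Gy of γ-rays at 24 h by a median of 0.15 (adjusted p = 0.00016 with camera's preset correlation; adjusted p = 0.43 with an estimated correlation), as were histone genes (0.13, adjusted p = 0.00027; adjusted p = 0.43 with an estimated correlation), while G1/S targets of E2F were lower (-0.20, adjusted p = 0.017; adjusted p = 0.83 with an estimated correlation), as were BRCA1 genes (-0.15, adjusted p = 0.032; adjusted p = 0.74 with an estimated correlation). At 1 Gy of 28Si at 12 h, ribosomal protein genes were lower (-0.09, adjusted p = 0.026; adjusted p = 0.96 with an estimated correlation) and basal epithelial genes higher (0.26, adjusted p = 0.026; adjusted p = 0.96 with an estimated correlation). The directions of these lists between doses were not tested under other scalings. Across probes, the dose differences of 28Si at 12 h and of γ-rays at 24 h ran in opposite directions (rank correlation -0.32). The γ-ray probes, oriented as above, had a mean difference between doses of -0.26 in 28Si at 12 h (from -0.45 to 0.11 between runs). Whether a feature of the samples other than dose lies behind both was not tested. With the 12 h samples left out, 0 probes differed between doses of 28Si, and with the 24 h samples left out, 0 differed between doses of γ-rays, both chosen after seeing the data. From the F ratios and the clusters, the paper proposes that radiation types induced distinct profiles that the dose did not change, and it treats doses as replicates.

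**Figure D1:**
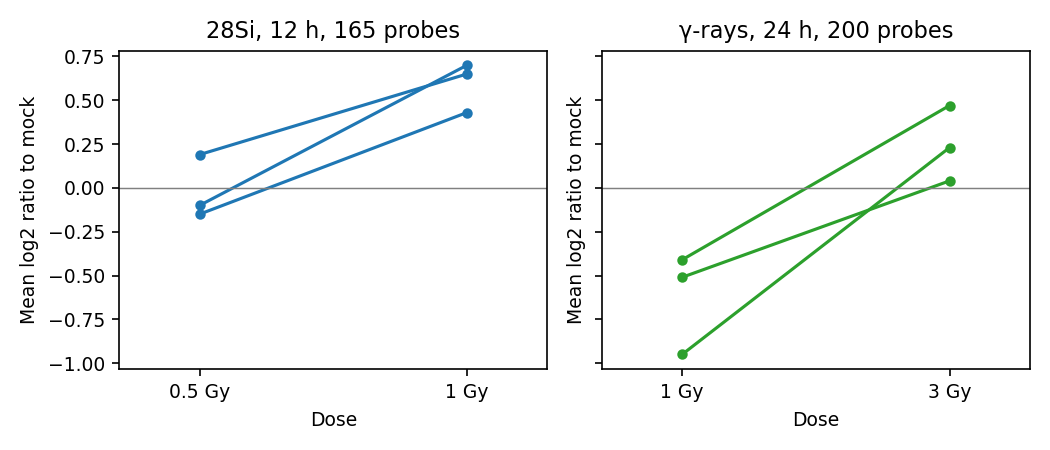
Mean log2 ratio to mock (vertical axis) at the lower and higher dose (horizontal axis, Gy) of the probes that differed between doses over the 4 times, 165 after 28Si shown at 12 h on the left and 200 after γ-rays shown at 24 h on the right, each probe given the sign of its difference. Each line joins both doses of 1 run. After γ-rays the 1 Gy points lie between -0.95 and -0.41.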

**Figure 2:**
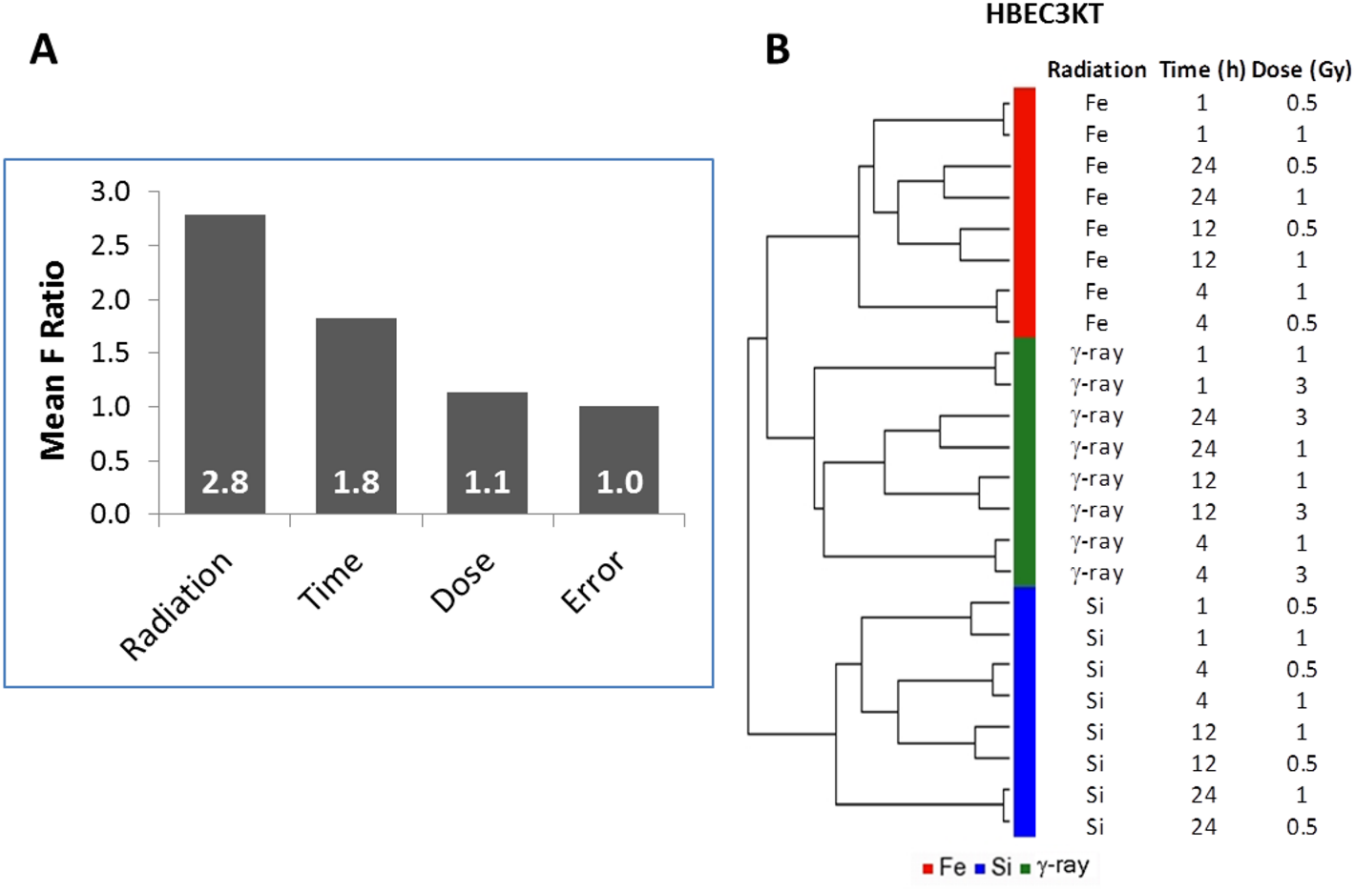
**Factor and unsupervised cluster analysis of transcriptome profiles.** Radiation quality was the major source of variation in the model of differential gene expression profiles in response to HZE and γ-ray radiation in normal HBEC cells. **A**, Sources of variation obtained from ANOVA suggested that radiation quality and post-radiation time were the major sources of variation. Error indicated the random noise level of the ANOVA model. **B**, Unsupervised hierarchical clustering of gene expression profiles that were normalized to mock-irradiated controls suggest distinct responses of cells to different radiation types.

### Significance analysis indicates that unique responses to radiation qualities are more prominent than common responses

Significance analysis of gene expression changes of normal epithelial cells (HEBC3KT) over the 24 hour time period was performed using the maSigPro package in Bioconductor. Differentially expressed genes with statistical significance were determined by a 2-step regression analysis in the normal HEBC3KT cells with FDR < 0.01 and fold change cutoff of greater than 1.3. In total 765 genes were selected as significantly changed, exhibiting different expression kinetics in comparison with control groups. 

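CDKN1A, the p53-induced inhibitor of cyclin-dependent kinases, responded to 56Fe (adjusted p = 0.00917 over the 4 times) and to γ-rays (adjusted p = 0.000516), and it was the single probe past an adjusted p of 0.01 and a fold of 1.3 in any radiation type. For 28Si the count was 0, with a smallest adjusted p of 0.0275. Unadjusted p values under 0.05 were reached by 1090 probes after 56Fe, 2350 after 28Si and 1573 after γ-rays. At an adjusted p under 0.05 with no fold limit, 2, 16 and 3 probes were counted in the same order. After 56Fe these included SLAMF9, a receptor of immune cells, with a log2 ratio of 0.74 at 24 h (adjusted p = 0.02). After γ-rays they included TIGAR, a p53 target that limits glycolysis (adjusted p = 0.038), and CYP2S1, a cytochrome P450 of epithelia (adjusted p = 0.038). After 28Si they included CDIP1, a p53 target that promotes apoptosis, and RFNG, which modifies Notch receptors (adjusted p = 0.038 for both). SLAMF9 and RFNG were chosen after their values were seen. Without 1 run, the 56Fe count was 13 (56Fe of November 2009) or 0 (every other run but γ-rays of November 2008), the γ-ray count was 2 (either 56Fe run of 2008) or 0 (any γ-ray run), and the 28Si count was 1 (γ-rays of November 2008). In simulated data, probes were changed at 4 h in all radiation types, with the same noise for every probe. The test of 56Fe alone recovered 74.6% of those changed by 0.6 log2 and 7.5% of those changed by 0.3. The real data had far fewer calls and noise that differs between probes, so these shares do not give the power there. A 2-step regression on ratios to the reference gave 3 probes, all after γ-rays, among them MT1G and the brain cytoplasmic RNA BCYRN1.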

Significant differences in response to different radiation qualities were demonstrated with large groups of differentially expressed genes that were specific to certain radiation types. There were 173 genes that were significantly changed only after γ-ray radiation, 191 genes were changed only after ^28^Si radiation and 107 genes were changed only after ^56^Fe radiation (Figure 3). 

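CDKN1A passed the threshold after both 56Fe and γ-rays, so that limma called 0 probes after γ-rays only, 0 after 28Si only and 0 after 56Fe only. At an adjusted p under 0.05 with no fold limit, 2 probes, TIGAR and CYP2S1, were called after γ-rays only, 15 after 28Si only and 1, SLAMF9, after 56Fe only. With the higher dose alone, 83 probes passed only after 28Si, 2 only after γ-rays and 1 only after 56Fe, and with the lower dose alone, 97 passed only after γ-rays, 0 only after 28Si and 0 only after 56Fe.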

Major temporal expression patterns of the 3 groups of genes were analyzed by PCA. 

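The first 3 principal components of the responses over 24350 probes held 28.2%, 23.2% and 13.3% of the variance after 56Fe (12 responses, 3 runs at 4 times), 20.6%, 17.4% and 12.1% after 28Si and 21.1%, 12.9% and 10.2% after γ-rays. They were computed from all tested probes, and not from genes specific to 1 radiation type. Differences between times made up 13%, 13% and 29% of these components after 56Fe, 5%, 42% and 41% after 28Si and 8%, 59% and 41% after γ-rays. Differences between runs made up 73%, 48% and 18%, then 67%, 13% and 16%, and then 22%, 3% and 49%.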

The top 3 principal components represented over 50% of genes in each radiation group (Figure 4A). A relatively small number of differentially expressed genes overlapped across the three radiation types (Figure 3). 

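CDKN1A, which arrests the cell cycle, had its highest log2 ratio at 4 h after every radiation type. At 1 h its log2 ratio was 0.34 ± 0.02 (SD, n = 3 runs) after 56Fe, 0.00 ± 0.16 after 28Si and 0.11 ± 0.11 after γ-rays. At 12 h it was 0.17 ± 0.22, 0.19 ± 0.16 and 0.20 ± 0.24 in the same order, and at 24 h 0.12 ± 0.17, 0.14 ± 0.09 and 0.36 ± 0.25. TIGAR had log2 ratios at 12 h of 0.20 ± 0.21, -0.13 ± 0.06 and 0.00 ± 0.14. The difference between radiation types did not pass limma's test for either gene (adjusted p = 0.89 for CDKN1A and 0.79 for TIGAR).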

Most of the overlapping genes showed different temporal patterns for different radiation types. Only 7 genes, *CDKN1A*, *TRIM22* and *INPP5D*, *BTG2*, *C7orf10*, *GLUL* and *CCNA1*, showed similar temporal patterns in all radiation types. 

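The response that the 3 radiation types shared included CDKN1A and other genes of the p53 response, which rose at 4 h, and NOTCH1 and HES2, 2 of 32 genes of Notch signaling, a list that camera did not call at that time (median -0.01, adjusted p = 0.89). At 4 h CDKN1A rose by a log2 ratio of 0.61 ± 0.07 (SD, n = 9 runs, adjusted p = 4.8e-09), TIGAR by 0.39 ± 0.13 (adjusted p = 7.9e-05), TP53INP1, a p53 target that promotes cell death, by 0.41 ± 0.14 (adjusted p = 0.0029) and KITLG, the ligand of the KIT receptor, by 0.40 ± 0.25 (adjusted p = 0.00041). NOTCH1, a receptor that guides cell fate, rose by 0.61 ± 0.22 (adjusted p = 0.003) and HES2, a repressor of the same family as Notch targets, by 0.30 ± 0.12 (adjusted p = 0.0057). CDT1, which licenses replication origins, fell to -0.41 ± 0.27 (adjusted p = 0.0027, lower in 8 of 9 runs), and CDCA7, which the cell cycle controls, fell to -0.36 ± 0.24 (adjusted p = 0.019). At 12 h SUGCT, listed in the paper as C7orf10, rose by 0.43 ± 0.19 (adjusted p = 0.012), and SPATA18, a p53 target of mitochondrial quality control, by 0.26 ± 0.14 (adjusted p = 0.033). At that time ZWINT, CENPO and DONSON, which act at the kinetochore, the centromere and the replication fork, fell to -0.32 ± 0.18, -0.25 ± 0.13 and -0.23 ± 0.12 (adjusted p = 0.012, 0.0034 and 0.041). At 24 h TIGAR rose by 0.30 ± 0.14 (adjusted p = 0.022) and NADSYN1, which makes NAD, by 0.24 ± 0.14 (adjusted p = 0.024). In limma's test 0 probes changed at 1 h (831 with an unadjusted p under 0.05), 9 rose and 4 fell at 4 h, 18 rose and 5 fell at 12 h, and 3 rose and 0 fell at 24 h (unadjusted 1378 probes). The counts at 4, 12 and 24 h were 0, 0 and 0 with the chip as block and also with no replicate block, 2, 1 and 0 with each array scaled to a common median, and 3, 0 and 0 with limma's trend and robust options. Of the paper's 7 genes, 6 were analysed, and as a list they were higher than other genes at 12 h (median 0.25, above 0 for 6 of 6 genes and, as a mean, in 9 of 9 runs; camera, adjusted p = 6.6e-08, and 0.0039 with an estimated correlation). INPP5D, a phosphatase of inositol lipids, had 0.39 ± 0.32 at 12 h (adjusted p = 0.093), GLUL, glutamine synthetase, had 0.07 ± 0.33 at 24 h (adjusted p = 0.96) and CCNA1, cyclin A1, had -0.27 ± 0.24 at 4 h (adjusted p = 0.7). The paper chose these genes on the same samples, so their changes are not independent evidence. Without 1 run, the count at 12 h was 1 (γ-rays of November 2009), 6 (28Si of April 2009), 9 (γ-rays of November 2008), 10 (28Si of November 2009), 13 (56Fe of November 2008) or 59 (28Si of May 2009), and that at 24 h was 0 (any γ-ray run or 28Si of November 2009), 1 (56Fe of November 2008) or 11 (56Fe of November 2009). Without the samples of 1 Gy 28Si at 12 h and 1 Gy γ-rays at 24 h, an alternative chosen after seeing the data, 4 probes changed at 12 h and 11 at 24 h.

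**Figure D2:**
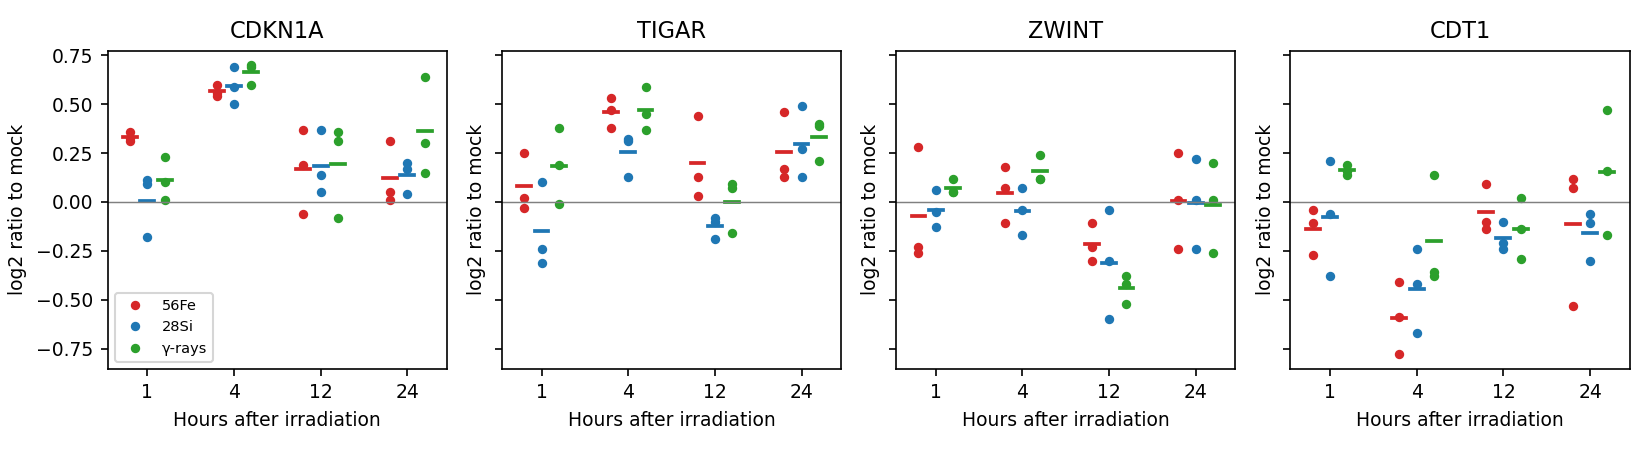
Log2 ratio to mock (vertical axis) of CDKN1A, TIGAR, ZWINT and CDT1 by hours after irradiation (horizontal axis). Each point is 1 run, each bar the mean of the 3 runs of 56Fe, 28Si or γ-rays. All 9 runs are above 0 for CDKN1A and TIGAR at 4 h and below 0 for ZWINT at 12 h.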

Three out of the 7 genes, *CDKN1A*, *BTG2 and TRIM22*, are direct p53 targets and/or involved in cell cycle inhibition (Figure 4B). 

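As a list, genes that p53 activates were higher than other genes at 4, 12 and 24 h after irradiation. Of 43 p53 target genes, 4 rose at 4 h (19 when adjusted over the list alone), 2 at 12 h (13 adjusted over the list alone) and 1 at 24 h (10 adjusted over the list alone), and none fell. Their median log2 ratio was 0.14 at 4 h, 0.10 at 12 h and 0.09 at 24 h, with a positive ratio in 34, 39 and 37 of 43 genes. GDF15, a secreted stress factor, had log2 ratios of 0.38 ± 0.28 at 4 h (SD, n = 9 runs, adjusted p = 0.18) and 0.31 ± 0.26 at 12 h (adjusted p = 0.19), and MDM2, which degrades p53, had -0.07 ± 0.50 at 4 h (adjusted p = 0.99). The list was higher than other genes at 4 h (camera, adjusted p = 1.4e-25 with the preset correlation and 1.8e-05 with an estimated correlation), at 12 h (5.6e-11 and 0.0039) and at 24 h (6.8e-15 and 0.0011). Its mean was above 0 in 9 of 9 runs at 4 h and at 12 h and in 8 of 9 at 24 h. Over the 4 times, the median was 0.09 after γ-rays (adjusted p = 3.3e-23 with the preset correlation, adjusted p = 3.9e-05 with an estimated correlation), 0.06 after 56Fe (adjusted p = 1e-06, but adjusted p = 0.09 with an estimated correlation) and 0.06 after 28Si (adjusted p = 3.1e-05, but adjusted p = 0.17 with an estimated correlation). The list's mean at 12 h was 0.07 ± 0.05 after 56Fe, 0.10 ± 0.02 after 28Si and 0.17 ± 0.06 after γ-rays (SD, n = 3 runs, exact permutation test, p = 0.039, adjusted p = 0.42).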

From the three experiments, a single time from a single experiment was selected in order to validate the microarray results by quantitative RT-PCR (Figure 4C). The time chosen was that of maximum differential expression for that gene as indicated in Figure 4B. And while the specific values for log2 ratios were not always equivalent, the log2-ratios of irradiated *vs*. control samples were greater than 0 for both the qRT-PCR and the microarray data, indicating consistent up-regulation for these genes (Figure 4C).

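On the arrays, CDKN1A was up-regulated at 4 h after each radiation type, with log2 ratios of 0.57 ± 0.03 (SD, n = 3 runs) after 56Fe, 0.60 ± 0.09 after 28Si and 0.66 ± 0.05 after γ-rays (adjusted p = 0.007, 0.0027 and 0.00032 from limma). TRIM22, an interferon- and p53-induced protein that restrains proliferation, rose at 12 h over the radiation types (log2 ratio 0.32 ± 0.13, n = 9 runs, adjusted p = 0.0018). It had log2 ratios of 0.35 ± 0.11 after 56Fe, 0.29 ± 0.20 after 28Si and 0.33 ± 0.10 after γ-rays at that time (adjusted p = 1, 0.1 and 0.26 for each type alone). All 9 runs were above 0 for both genes at these times.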

**Figure 3:**
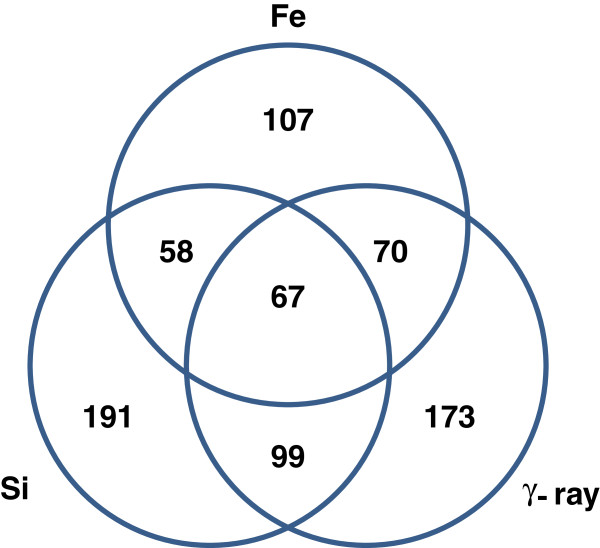
**Differentially expressed genes in response to **^**56**^**Fe, **^**28**^**Si and γ-ray irradiations.** Venn diagram showed the numbers of genes, either specific to or overlapping with different radiation types.

**Figure 4:**
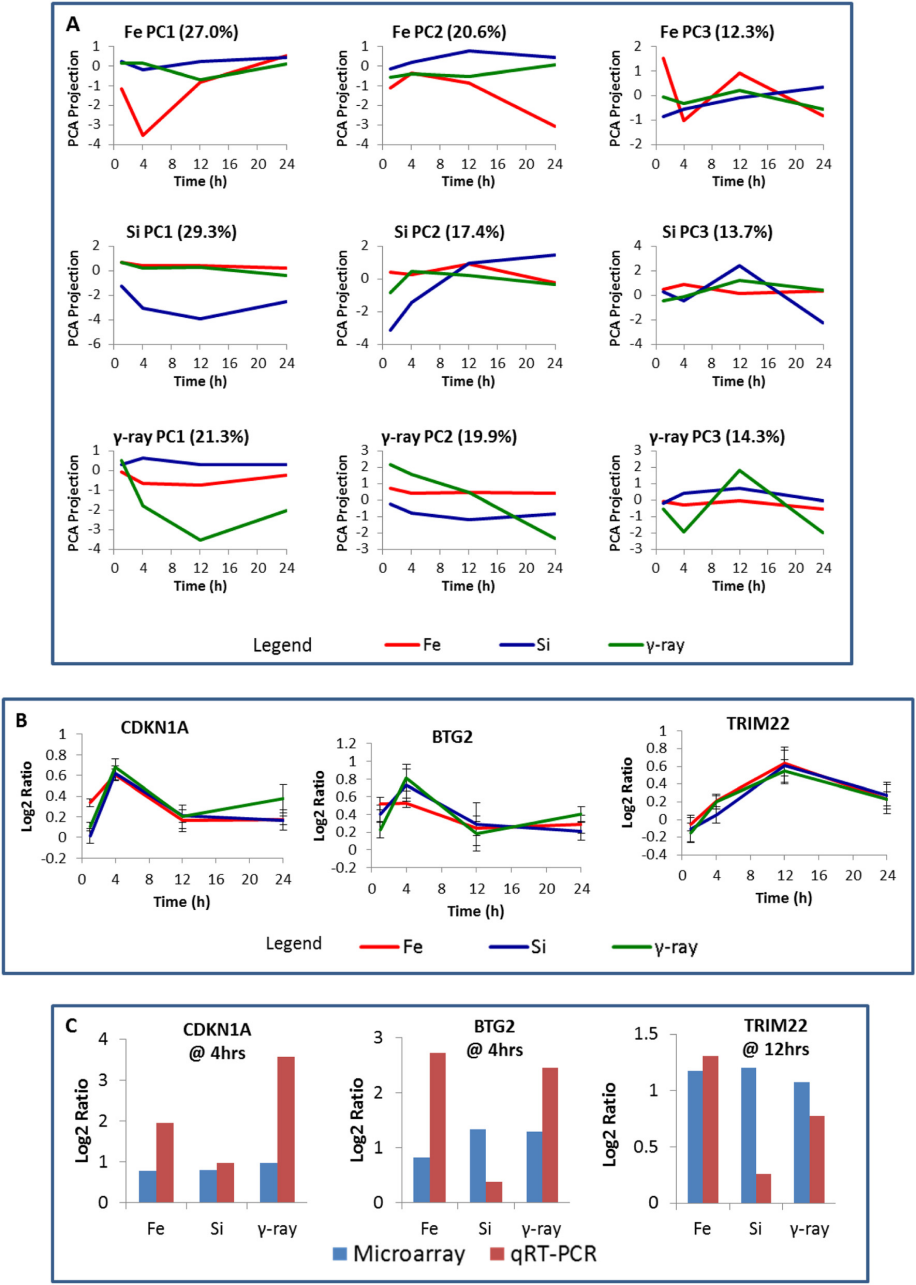
**Temporal patterns of significantly changed genes in response to **^**56**^**Fe, **^**28**^**Si and γ-ray irradiations. A**, The major temporal patterns of genes whose expression is associated with a particular radiation type are displayed. These patterns correspond to the first three components from principal component analysis (PCA). **B**, Genes associated with p53 signaling and/or involved in cell cycle regulation exhibited similar kinetics of expression in response to different radiation qualities. Average log2 ratios from three replicate experiments were used in the plot. Error bar: standard error. **C**, Using a single representative experiment, microarray expression values at a given time for the genes in Figure 4B were validated using qRT-PCR. The log2-ratios of irradiated *vs*. mock samples from both qRT-PCR and microarray analysis of the corresponding replicate were plotted. The up-regulation of these genes at the indicated time points was confirmed.

### Gene signatures predict radiation quality with high accuracy

A gene list was generated by significance analysis using a more stringent R-squared value cutoff (> 0.5) in order to obtain a smaller gene list which was highly specific to each radiation type and that would avoid over-fitting of the prediction models with a large number of genes. Probes with ambiguous annotations such as predicted genes or EST sequences were removed. 

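The 73 signature probes, taken from Additional file 3, were all on the arrays and past the filter on low signals. The values were log2 ratios of each irradiated array to the mean of the reference arrays of its run, with technical replicates kept apart. This gave 83 arrays, 35 after 56Fe, 24 after 28Si and 24 after γ-rays, so that the largest group held 42.2% of the arrays. The support vector machine had a polynomial kernel of degree 3 and a cost between 1 and 1001 in steps of 100, chosen by 10 inner folds within 4 outer folds, and the folds were drawn 10 times. The paper names a polynomial kernel but not its degree or scaling, so these were chosen here. The paper does not state on which runs the probes were chosen. Among the 73 probes, 0 passed limma's test for a difference between radiation types (smallest adjusted p = 0.63). An unadjusted p under 0.05 was reached by 15, where 3.7 would do so by chance, and 2 passed when adjusted over the signature alone. The paper chose these probes in this study as specific to a radiation type, so neither count is independent evidence of a difference.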

The final list of 73 genes with different expression patterns was used to build models to predict radiation quality in 84 irradiated samples of HEBC3KT cells. The overall accuracy of prediction was estimated using a Partek algorithm that used a 2-level nested cross validation strategy. Five classifiers were tested including Nearest Centroid (NC), K-Nearest Neighbor (KNN), Support Vector Machine (SVM), Diagonal Discriminant Analysis (DDA) and Partial Least Squares (PLS). The results showed high accuracies for all classifiers (Table 2). 

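With arrays drawn at random into folds, the signature gave the right radiation type for 85.9% of the arrays with SVM (95% exact Clopper-Pearson interval 76.1 to 92.3), 90.8% with KNN, 81% with NC, 98.1% with DDA and 92.8% with PLS. By SVM, 94.9% of the 56Fe arrays, 62.9% of the 28Si arrays and 95.8% of the γ-ray arrays were named correctly. Arrays of the same run stand on both sides of such folds. With whole runs held out, SVM named 66.3% of the arrays correctly (interval 55.1 to 76.3), KNN 69.9%, NC 71.1%, DDA 96.4% and PLS 78.3%. Of the 28Si arrays of May 2009, 1 of 8 was then named correctly and 7 were named as γ-rays, and of the 56Fe arrays of November 2008, 3 of 9 were named correctly and 6 as γ-rays. The intervals take arrays as independent, which arrays of 1 run are not. Runs held out of the training may still have served in the choice of the 73 probes, so these shares may be too high. Trained on irradiated arrays, SVM also gave 87.5% of the 40 mock-irradiated arrays the radiation type of their run. With their own run left out of the training it was 57.5%.

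**Figure D3:**
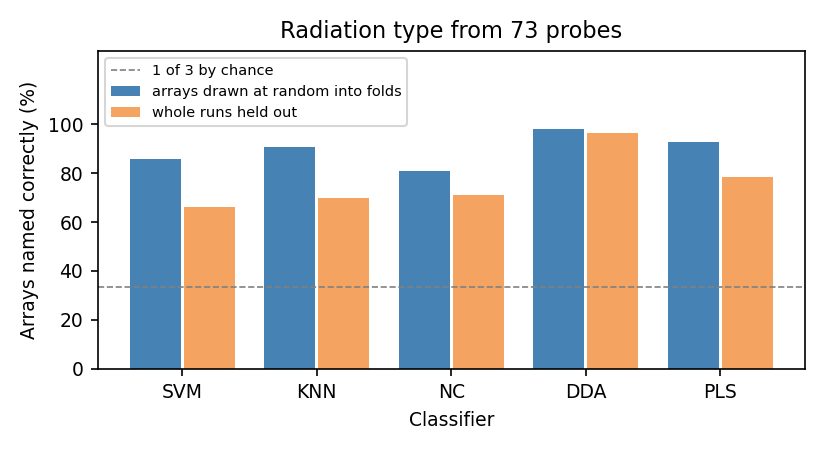
Share of the 83 irradiated arrays whose radiation type was named correctly (vertical axis, %) by each classifier (horizontal axis), with arrays drawn at random into folds or with whole runs held out. The dashed line stands at 33.3%, and DDA has the highest bars, at 98.1% and 96.4%. With whole runs held out this line is not the level of chance: SVM on random sets of 73 other probes had a median of 2.4%. The signature, unlike the random sets, was chosen for radiation type, possibly on the runs held out.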

Then, 24 samples irradiated in the Fall 2009 campaign to be used as a blinded dataset, were collected. 

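The SVM accuracy in the November 2009 samples, after training on the 59 irradiated arrays of the earlier campaigns, was 66.7%, or 16 of 24 irradiated arrays (95% exact Clopper-Pearson interval 44.7 to 84.4). These were 6 of 8 after 56Fe, 4 of 8 after 28Si and 6 of 8 after γ-rays. With a linear kernel, 87.5% were named correctly, and with the γ-ray run of April 2009 left out of the training, 41.7%. The share thus depended on the kernel, whose details the paper gives only in part, and on the training runs.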

The SVM model was used to test this dataset and it predicted radiation qualities for 23 of the 24 samples, an accuracy of 96%. A detailed list of the 73 gene signature was provided in Additional file 3.

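Additional file 3 gives the mean ratio to mock of each signature probe for every radiation type and time, 876 values for 73 probes. Its values and the log2 ratios computed from the bead signals had the same sign in 755 of 876 cases, with a Pearson correlation of 0.847 and a Spearman correlation of 0.876 across probes and conditions, which are not independent replicates. The re-computed log2 ratios on the listed ones had a slope through 0 of 0.51, and of 0.88 when the authors' normalized values were used.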

**Table 2:** Prediction accuracies by radiation type using different gene classifiers

**Classifier**	**Class**	**Samples per class**	**# Correct**	**# Errors**	**% Correct**	**% Error**
NC	^28^Si	24	23	1	94	6
	γ-ray	24	22	2	90	10
	^56^Fe	36	36	0	100	0
	**Total**	84	80	4	**95**	5
KNN	^28^Si	24	22	2	92	8
	γ-ray	24	23	1	96	4
	^56^Fe	36	36	0	100	0
	**Total**	84	81	3	**96**	4
SVM	^28^Si	24	23	1	96	4
	γ-ray	24	24	0	100	0
	^56^Fe	36	36	0	100	0
	**Total**	84	83	1	**99**	1
DDA	^28^Si	24	23	1	96	4
	γ-ray	24	23	1	96	4
	^56^Fe	36	36	0	100	0
	**Total**	84	82	2	**98**	2
PLS	^28^Si	24	20	4	83	17
	γ-ray	24	18	6	75	25
	^56^Fe	36	32	4	89	11
	**Total**	84	70	5	**83**	17

*NC* Nearest Centroid, *KNN* K-Nearest Neighbor, *SVM* Support Vector Machine, *DDA* Diagonal Discriminant Analysis, *PLS* Partial Least Squares.

### Gene function and pathway analysis reveals differences and commonalities in response to radiation quality

Using Ingenuity Pathway Analysis software, molecular functions and pathways for differentially expressed genes after radiation in normal HEBC3KT cells were examined. 

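Lists of DNA replication and cell cycle genes were lower than other genes at some times by camera with its preset correlation, and none of these calls passed with an estimated correlation. DNA replication genes had a median of 0 at 1 h (adjusted p = 0.67) and of -0.01 at 24 h (adjusted p = 0.61). Of 42 DNA replication genes, CDT1 alone fell at 4 h (6 fell when adjusted over the list alone), and at 12 h none passed over all probes and 14 fell when adjusted over the list alone. At 12 h all 42 had a negative log2 ratio, with a median of -0.12. GINS2 and CDC45, parts of the replicative helicase, had -0.26 ± 0.16 and -0.25 ± 0.22 (SD, n = 9 runs, adjusted p = 0.064 and 0.075). The list was lower than other genes at 12 h by camera (adjusted p = 3.7e-16 with the preset correlation, but adjusted p = 0.053 with an estimated correlation) and at 4 h (median -0.09, adjusted p = 2.4e-10, but adjusted p = 0.15 with an estimated correlation). The 28 targets of E2F at the G1/S transition had a median of -0.11 at 4 h, with CDCA7 lower over all probes and 10 genes lower when adjusted over the list alone (adjusted p = 3.7e-13, but adjusted p = 0.1 with an estimated correlation), and their mean was below 0 in 9 of 9 runs. The 45 genes of G2/M and mitosis had a median of -0.11 at 12 h, where 0 members passed over all probes and 8 were lower when adjusted over the list alone (adjusted p = 6.3e-12, but adjusted p = 0.15 with an estimated correlation), and of -0.12 at 24 h, where 0 members passed over all probes and 10 were lower when adjusted over the list alone (adjusted p = 7e-18, but adjusted p = 0.072 with an estimated correlation). KIF20A, a kinesin of cytokinesis, had -0.29 ± 0.26 at that time and was below 0 in 9 of 9 runs (adjusted p = 0.18). Over the 4 times, DNA replication genes had a median of -0.09 after 56Fe (adjusted p = 2.5e-14, but adjusted p = 0.12 with an estimated correlation), -0.03 after 28Si (adjusted p = 0.038, but adjusted p = 0.74 with an estimated correlation; 0.01 without the 28Si run of November 2009) and -0.04 after γ-rays (adjusted p = 0.0069, but adjusted p = 0.71 with an estimated correlation), which was 0.08 with each array scaled to a common median, chosen after seeing the data, where the median of all genes was also 0.08. The list's mean did not differ between radiation types (exact permutation test over 280 splits of the runs, p = 0.14, adjusted p = 0.91).

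**Figure D4:**
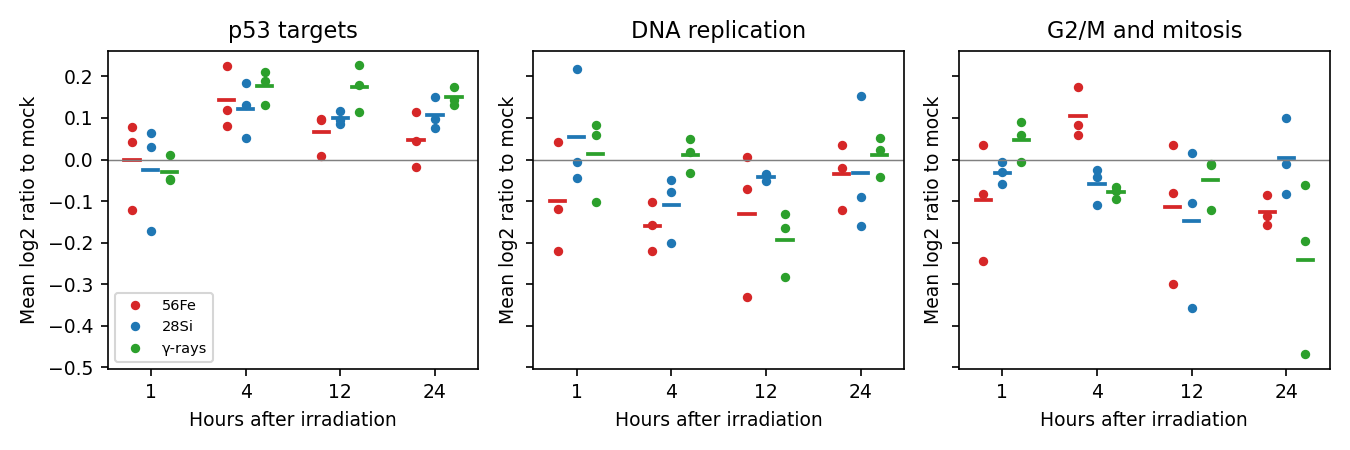
Mean log2 ratio to mock (vertical axis) of p53 target genes, DNA replication genes and genes of G2/M and mitosis by hours after irradiation (horizontal axis). Each point is 1 run, each bar the mean of 3 runs. The p53 targets lie above 0 in 9 of 9 runs at 4 h. With a common median, DNA replication and G2/M genes after γ-rays, as a mean of the times, were at 0.08 and 0.04, and all genes at 0.08.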

The highest ranked gene interaction networks developed from the list of genes that commonly responded to different radiation types were Cell Cycle; and DNA Replication, Recombination and Repair (Figure 5). 

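The 32 apoptosis genes, which hold executioners such as caspases and members of the BCL2 family, had a median log2 ratio of 0.01 at 4 h, -0.01 at 12 h and 0.00 at 24 h, and camera called no change at any time (adjusted p = 0.58, 0.55 and 0.86). No member passed over all probes at these times, and 2 were higher at 4 h when adjusted over the list alone. The 24 genes of double-strand break repair were lower at 12 h with a median of -0.04 (adjusted p = 0.037, but adjusted p = 0.25 with an estimated correlation), where 0 members passed over all probes and 0 when adjusted over the list alone. The 25 genes of excision repair had a median of -0.02 at 12 h (adjusted p = 0.21). The G2/M list had a median over the 4 times of -0.07 after 56Fe (adjusted p = 6.8e-05), -0.05 after 28Si (adjusted p = 0.00019) and -0.07 after γ-rays (adjusted p = 6.6e-10; 0.04 with each array scaled to a common median, where all genes had 0.08), but adjusted p = 0.44, 0.74 and 0.32 with an estimated correlation.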

Enrichment analysis of differentially expressed genes showed overlap of molecular function groups in response to all three radiation qualities, including Cell Cycle, Cell Death, DNA Replication, Recombination and Repair, Cellular Compromise, and Cellular Growth and Proliferation. The statistical significance cutoff for enrichment analysis was p<0.05 (Figure 6). 

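Of 39 genes of the BRCA1 damage response, CDKN1A rose at 4 h and 38 did not pass the test (2 higher and 3 lower when adjusted over the list alone). The other members leaned downward. At 12 h, 31 of 39 had a negative log2 ratio, with a median of -0.06 (adjusted p = 2.1e-05 by camera, but adjusted p = 0.15 with an estimated correlation; 0.04 with each array scaled to a common median, where all probes also had 0.04), and when adjusted over the list alone 1 was higher and 8 were lower. E2F1, the transcription factor of S-phase genes, had -0.23 ± 0.19 (SD, n = 9 runs, adjusted p = 0.19), RFC3, a loader of the replication clamp, -0.18 ± 0.20 (adjusted p = 0.25) and ATR, the kinase that senses stalled forks, 0.09 ± 0.08 (adjusted p = 0.67). Over the 4 times the list's median was -0.06 after 56Fe (adjusted p = 0.00012, but adjusted p = 0.2 with an estimated correlation), -0.03 after 28Si (adjusted p = 0.19) and -0.04 after γ-rays (adjusted p = 0.024, but adjusted p = 0.71 with an estimated correlation; 0.06 with each array scaled to a common median, where all genes had 0.08). Over the 4 times, the list's mean was not called as different between radiation types (exact permutation test, p = 0.72). The paper's call rests on changed genes that fall in the pathway, while camera tests a shift of the whole list in a common direction.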

Signaling pathway analysis showed that a *BRCA1*-centric DNA damage response pathway was also significantly activated (p < 0.05) in all 3 radiation types (Figure 7). Genes involved in this pathway included *CDKN1A*, *RBBP8*, and *RAD51*. 

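Genes of the acute phase response, which encode secreted and signaling proteins of inflammation, were not called as a list after any radiation type. The paper's call is an enrichment of changed genes in a pathway. Camera instead tests a shift of the whole list in a common direction, so members that move both ways can cancel. Over the 4 times, the 48 genes had a median log2 ratio of 0.01 after 56Fe, 0.00 after 28Si and 0.01 after γ-rays (camera, adjusted p = 0.11, 0.99 and 0.54). No member passed the test over all probes or when adjusted over the list alone. SERPINA3, a protease inhibitor, had a log2 ratio of -0.60 at 4 h after 56Fe, -0.09 after 28Si and -0.02 after γ-rays, and over all radiation types -0.24 ± 0.32 (SD, n = 9 runs, adjusted p = 0.8). At 1 h the list's mean was 0.05 ± 0.02 (SD, n = 3 runs) after 56Fe, -0.04 ± 0.06 after 28Si and -0.03 ± 0.00 after γ-rays (exact permutation test over 280 splits of the runs, p = 0.036, adjusted p = 0.46).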

The Acute Phase Response pathway was more significantly activated in HZE irradiation, with more than twice as many genes overrepresented in ^56^Fe and ^28^Si irradiated samples than in γ-ray irradiated samples (Figure 7). Several pathway changes were specific to certain radiation types. This was determined from genes involved in a particular pathway if they were only significantly changed after one type of radiation and none of the genes responded to the other two radiation types. Genes in Inhibition of Angiogenesis by *TSP1* and Mechanism of Viral Exit from Host Cells pathways only responded to γ-ray irradiation, whereas Notch signaling was specific to ^56^Fe and Phospholipase C signaling was specific to ^28^Si irradiation (Table 3). 

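THBS1, which encodes thrombospondin, an inhibitor of angiogenesis, had a log2 ratio of 0.38 ± 0.12 (SD, n = 3 runs) at 24 h after γ-rays, against -0.09 ± 0.42 after 56Fe and -0.11 ± 0.09 after 28Si. SH3GL3, an endophilin of membrane trafficking, had -0.24 ± 0.04 at 1 h after γ-rays, 0.11 ± 0.09 after 56Fe and 0.08 ± 0.07 after 28Si. APH1B, a subunit of the γ-secretase that cleaves Notch, had -0.16 ± 0.15 at 4 h after 56Fe. BLNK, a linker to phospholipase C, had 0.27 ± 0.10 at 24 h after 28Si, and the phospholipases PLD1 and PLD3 had 0.16 ± 0.04 at 12 h and 0.20 ± 0.10 at 24 h. This probe of PLD3, the brightest of 3, had 0.18 ± 0.10 at 24 h after γ-rays; the others had 0.04 and 0.23 after 28Si and 0.08 and 0.00 after γ-rays at that time. None of these changes passed limma's test (adjusted p = 0.49 for THBS1, 1 for SH3GL3, 0.94 for APH1B, 1 for BLNK, 0.43 for PLD1 and 1 for PLD3). The paper chose these genes on the same samples. The lists of Notch signaling (32 genes), phospholipase C signaling (35), inhibition of angiogenesis by TSP1 (15) and viral exit (29) were not called after any radiation type by camera. Their means over the 4 times were not called as different between radiation types (exact permutation test over 280 splits of the runs, p = 0.71, 0.37, 0.66 and 0.36). The paper's pathway calls rest on single changed genes, a different measure from a shift of a whole list. Within the Notch list, NOTCH1 and HES2 rose at 4 h over all radiation types (log2 ratios 0.61 ± 0.22 and 0.30 ± 0.12, n = 9 runs, adjusted p = 0.003 and 0.0057), and RFNG was higher after 28Si over the 4 times (adjusted p = 0.038); when adjusted over the list alone, 1 member was higher after 56Fe, 4 after 28Si and 2 after γ-rays. Of the phospholipase C list, PLCD3 rose at 12 h over all radiation types (0.33 ± 0.19, above 0 in 9 of 9 runs, adjusted p = 0.033), 3 members were higher when adjusted over the list alone, and camera did not call the list (median 0.02, adjusted p = 0.12). After 28Si at 12 h, PLCD3 had 0.01 ± 0.15 at 0.5 Gy and 0.79 ± 0.50 at 1 Gy, so the 28Si part of its rise rests on the 1 Gy samples. RFNG and NUMB had log2 ratios of 0.19 ± 0.19 and 0.14 ± 0.11 at 12 h over all radiation types (n = 9 runs, adjusted p = 0.13 and 0.25). At that time the Notch list's mean was above 0 in 9 of 9 runs (exact sign test, adjusted p = 0.042), 4 members were higher when adjusted over the list alone and 0 over all probes, and camera did not call the list (median 0.02, adjusted p = 0.084).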

Overall, there is a commonality of gene function groups but differences in signaling pathways in response to different radiation types.

**Figure 5:**
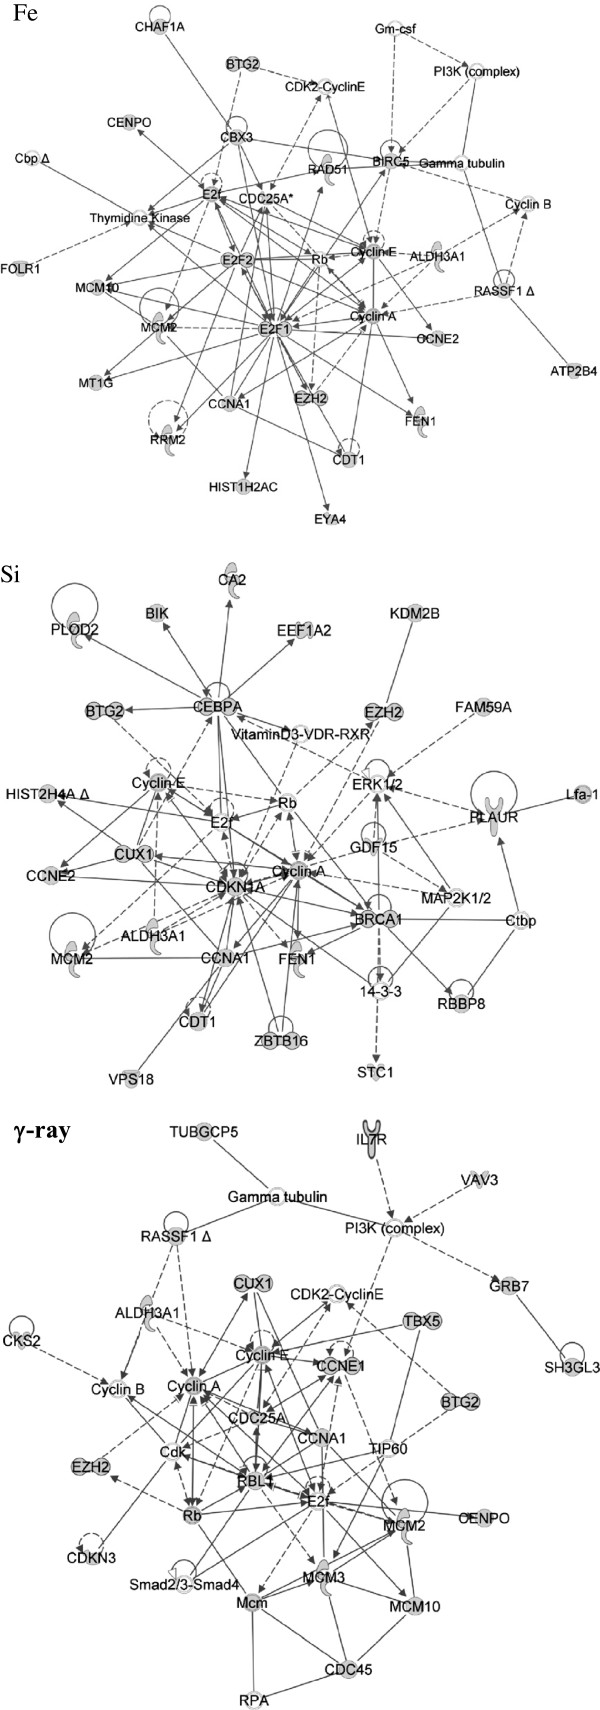
**Gene interaction networks associated with radiation types.** Highest rated gene interaction networks for differentially expressed genes after exposure to ^56^Fe or ^28^Si particles or γ-rays. Nodes with grey color identify significantly changed genes after radiation.

**Figure 6:**
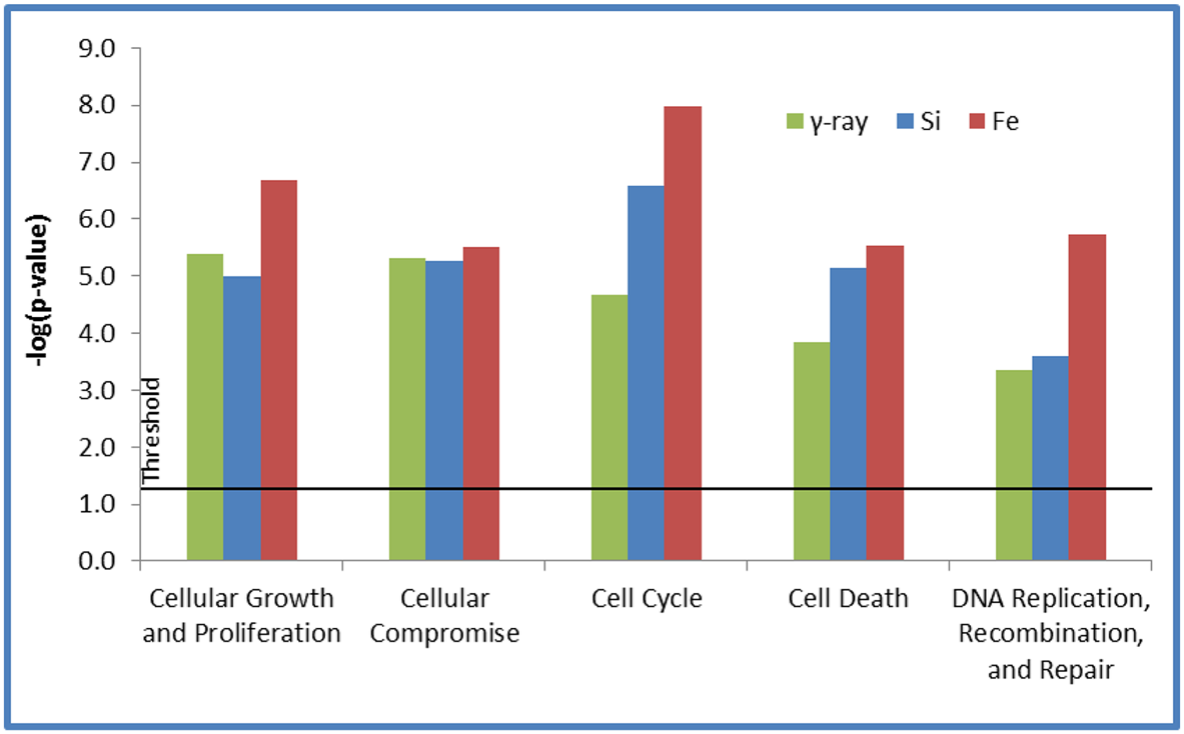
**Gene function analysis for differentially expressed genes after radiation.** Gene enrichment analysis using Ingenuity pathways Analysis software for identification of common gene function categories regardless of radiation type. The horizontal line denotes a significance level of (p<0.05).

**Figure 7:**
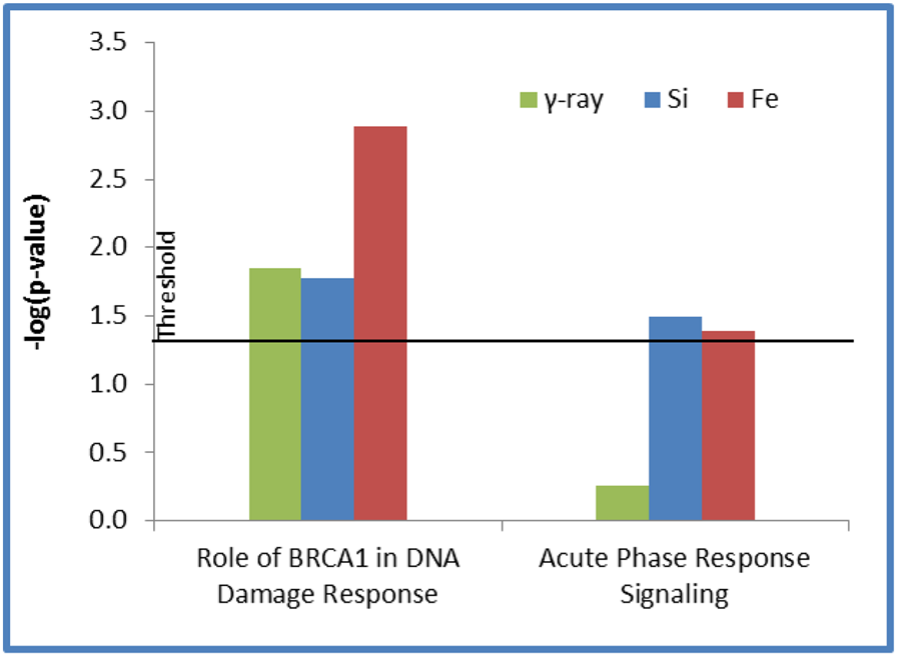
**Signal transduction pathway analysis of differentially expressed genes after radiation.** Gene enrichment analysis identified the BRCA1-involving DNA damage response pathway responded after exposure to all 3 radiation types, whereas acute phase response signaling was more significant in response to HZE irradiation. The analysis was done using Ingenuity Pathway Analysis software, and the horizontal line indicates a significance level (p<0.05).

**Table 3:** Genes that activate unique pathways specific to radiation types in normal HEBC3KT

**Gene**	**Adjusted p-value**	**Radiation**	**Fold change**				**Specific radiation quality**	**IPA unique pathway**	**Gene interaction**
			**1 hr**	**4 hr**	**12 hr**	**24 hr**			
THBS1	0.0005	γ-ray	−1.1	1.0	1.1	**1.4**	γ-ray	Inhibition of angiogenesis by TSP1	Phosphorylation of CD36 and FYN, subsequently activates p38, p53 and caspase 3 to promote apoptosis.
	>0.01	Si	1.1	1.2	1.2	−1.1			
	>0.01	Fe	1.1	1.2	−1.1	−1.0			
SH3GL3	0.0001	γ-ray	**−1.3**	1.1	−1.1	1.2	γ-ray	Mechanism of viral exit from host cells	Phosphorylation of ALIX, whose activation blocks apoptosis
	>0.01	Si	1.2	−1.0	1.3	1.2			
	>0.01	Fe	1.0	−1.2	−1.1	1.0			
APH1B	>0.01	γ-ray	1.2	1.1	1.3	−1.0	Fe	Notch signaling	Cleaves Notch C-terminal fragment, release the active form NCID and translocate to nucleus
	>0.01	Si	1.0	1.2	−1.1	1.2			
	0.00002	Fe	1.0	**−1.3**	1.1	1.1			
BLNK	>0.01	γ-ray	−1.2	1.1	−1.2	1.2	Si	Phospholipase C signaling	BLNK, PLD1 and PLD3 are upstream molecules that activate PLC-β and PLC-γ. PLC-γ subsequently activates PKC and the latter activates ERK1/2 and NF-κB pathways.
	0.00002	Si	−1.3	1.2	1.1	**1.5**			
	>0.01	Fe	−1.0	1.1	1.1	1.1			
PLD1	>0.01	γ-ray	−1.0	−1.2	−1.2	1.2	Si		
	0.0002	Si	−1.2	1.1	**1.4**	−1.0			
	>0.01	Fe	1.0	1.2	1.1	−1.1			
PLD3	>0.01	γ-ray	−1.2	−1.1	1.2	1.0	Si		
	0.0002	Si	−1.1	1.2	1.3	**1.6**			
	>0.01	Fe	−1.2	−1.2	1.1	−1.3				

## Discussion

Although it is well known that the biological effectiveness of ionizing radiation for cell killing, mutagenesis and carcinogenesis can differ with the type of radiation exposure, whether the molecular mechanisms for the different responses are novel is not straightforward. A number of researchers have suggested that the molecular response to very low doses may be different from that at higher doses [26,27] and that the response to very high, ablative, doses of ionizing radiation may be also be unique. Whether there are unique responses based upon particle quality was also unknown. Therefore, global transcriptome changes in HEBC3KT at three LETs, the very low LET of γ-rays (0.2 keV/μm), an intermediate LET (40 keV/μm) of 1 GeV/n ^28^Si, and that of 1GeV/n ^56^Fe (150 keV/μm), an LET that is at or near the maximum relative biological effectiveness for a number of endpoints were examined in order to provide a comprehensive picture of cellular responses at the molecular level.

Given the excess risk modeled for lung cancer for HZE particle exposure the HEBC3KT cell line, a non-oncogenically immortalized cell line which, unlike cells immortalized using viral oncoproteins, does not form tumors in immune-compromised mice was used. The HEBC3KT cells have also been shown to have an intact p53 checkpoint pathway in response to UV radiation [18]. These data also demonstrated consistent over-expression of p53 target genes such as CDKN1A and BTG2, after ionizing radiation, suggesting that the cell line is a good model to study the initial molecular events in normal epithelial cells after exposure to different radiation types. As others have reported, cell survival was LET dependent. The range of RBEs for ^56^Fe was from 3.91 to 5.92, the range for ^28^Si irradiation was from 1.38 to 1.23, depending on different cell survival levels, *i*.*e*., 33.8% or 88.1% of cell survival in our assays. The range of radiation doses chosen for expression studies encompassed the RBEs of each HZE particle so that we could study the dose effect at a similar survival level. The data suggested that the doses within this range were not a significant factor by which transcriptome profiles could be differentiated.

At the individual gene level significant differences in expression between the different radiation types were observed. Of the 765 genes that were differentially expressed after radiation, only 7 displayed a similar response to all radiation qualities across the time course. The differences were also evident by the sources of variation (SOV) obtained from ANOVA modeling, which indicated that radiation quality was the major contributor to the variations among other factors such as time after radiation and dose. A previous study has shown a dose dependent response after low-and high LET radiations in human mesenchymal stem cells [17]. In this data set, ANOVA SOV analysis showed that the dose effects were very small and similar to the level of background noise. This may be due to the differences in cell types and the intrinsic variation of experiments. Despite the variations of gene expression patterns, the reproducibility of the dataset was confirmed by highly consistent patterns of several genes involving p53-dependent cell cycle and cell death regulation in response to all radiation qualities. Amongst these genes, three were direct targets of p53. *CDKN1A*/*p21* is a p53-dependent kinase inhibitor that regulates G1/S and G2/M cell cycle check point. Over-expression of *CDKN1A*/*p21* mRNA was observed after γ-ray radiation in a p53-dependent manner. *CDKN1A*/*p21* has been demonstrated to be up-regulated with similar temporal patterns after low-LET radiation [26,28]. *CDKN1A*/*p21* has been shown over-expressed after ^56^Fe particle radiation in human skin fibroblast and lens epithelial cells [29,30]. While over 90% of the differentially expressed genes were different, these data indicated that *CDKN1A*/*p21* was over-expressed with the same temporal patterns after γ-ray, ^56^Fe and ^28^Si particle radiation, suggesting the essential role of p53-dependent p21 cell cycle check point control in response to ionizing radiation. *BTG2* is involved in the regulation of the G1/S transition of the cell cycle and has been confirmed as a p53-target. It is up-regulated after low-LET radiation exposures. *TRIM22*, or tripartite motif containing 22, is a p53 target and can be induced by interferon-γ. Over-expression of *TRIM22* has been shown to be anti-proliferative. Other genes that showed similar temporal patterns include *CCNA1*, *INPP5D*, *GLUL* and a gene with unknown function, *C7orf10*. *CCNA1*, or cyclin A1, binds to CDK2 and CDC2, regulating S-phase and G2 phase of the cell cycle. *INPP5D*, *inositol polyphosphate*-*5*-*phosphatase*, has been shown to be a negative regulator of cell proliferation. *GLUL*, glutamate-ammonia ligase, regulates the metabolism of glutamine which is a main source of energy and involved in cell signaling and proliferation.

The differences in expression profiles were supported by a high prediction accuracy for classification of radiation type. Starting with genes that specifically responded to different radiation qualities, the gene list was optimized by excluding poorly annotated probes according to the RefSeq Database. Five classification algorithms were tested and Support Vector Machine (SVM) demonstrated the best prediction accuracy. The overall accuracy estimation was made by doing 4 iterations of training and testing processes, each time about 1/4 of the samples were held for the testing set and the others were used as training and validation sets. On average, 83 samples were predicted correctly out of 84 samples across the two-year experimental period. The accuracy rate was 99% when a SVM classifier was used. The SVM model was further deployed to test a blinded dataset collected 6 months later. The model successfully predicted radiation types for 23 out of 24 samples, a prediction accuracy of 96%. It has been shown that radiation response is specific to cell types from different tissue origins. A previous study identified the down-regulation of a set of histone genes in human lymphoblastoid cell lines 24 hours after equitoxic low- and high-LET radiations [31]. These changes were not observed in our model of HEBC3KT cells. 

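As a mean of both doses, histone genes stayed near their mock level at 24 h. The 33 histone genes had a median log2 ratio of -0.01 (camera, adjusted p = 0.88), with 15 above and 18 below 0, and none passed the test over all probes or when adjusted over the list alone. H1-10, a linker histone, had -0.23 ± 0.17 (SD, n = 9 runs, adjusted p = 0.79) and H2AC18, a core histone, 0.21 ± 0.35 (adjusted p = 0.75). The list's mean at 24 h was 0.05 ± 0.15 (n = 3 runs) after 56Fe, 0.03 ± 0.10 after 28Si and -0.09 ± 0.10 after γ-rays (exact permutation test over 280 splits of the runs, p = 0.36). At that time the list was higher at 3 Gy than at 1 Gy of γ-rays by a median of 0.13 (camera, adjusted p = 0.00027, but adjusted p = 0.43 with an estimated correlation). Earlier, the median was -0.04 at 4 h (adjusted p = 0.0084, but adjusted p = 0.63 with an estimated correlation) and -0.04 at 12 h (adjusted p = 0.036, but adjusted p = 0.58 with an estimated correlation).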

There are likely a number of reasons for such differences, including but not limited to differences in cell type, i.e. lymphoid *vs*. epithelial, cell cycle time, cell cycle distribution at the time of irradiation or shifts in cell cycle distribution post-irradiation, perhaps even because of the mechanism of cell death. This suggests that the gene signature we developed is cell-type specific.

Gene function analysis revealed commonalities and contrast for individual gene expression changes. Top gene interaction networks consisted of different genes changed in response to different radiation qualities, however, all of the ontology analysis pointed to Cell Cycle, DNA Replication, Recombination and Repair pathways. These findings were consistent with known biological effects of HZE and γ-ray radiation which were related to cell cycle regulation and chromosome damage. Despite the commonality of interaction networks, most of the genes in theses pathways were either different, or they were same genes but responded with different kinetics. Detailed study is needed to decipher how these differences contributed to different biological effects associated with radiation qualities. Molecular signaling pathway analysis revealed more differences which were dependent on radiation type. Comparing low-LET γ-ray irradiation, HZE irradiation (^56^Fe and ^28^Si) induced more significant expression changes in the acute phase response pathway. This pro-inflammatory pathway may possibly explain the more severe biological effect induced by HZE particles or suggest a heightened risk for carcinogenesis in surviving cells. Several signaling pathways were shown as radiation quality-specific, *i*.*e*., gene members in the pathway only responded to one radiation quality. Two pathways, Inhibition of Angiogenesis by *TSP1* and Mechanism of Viral Exit from Host Cells, were specifically changed after γ-ray radiation while ^56^Fe and ^28^Si exposure did not cause any expression changes in these pathways. Two expression changes, up-regulation of *THBS1* and down-regulation of *SH3GL3*, occurred only after γ-ray irradiation. Both of the genes activate their downstream target by phosphorylation. Phosphorylation of *THBS1* targets results in pro-apoptosis signaling whereas phosphorylation of S*H3GL3* targets abrogates apoptosis signaling. The changes of these two genes after γ-ray irradiation were consistent with a pro-apoptosis signaling. ^56^Fe irradiation suppressed expression of *APH1B*, which is part of γ-secretase. This likely results in interference with Notch activation and translocation into the nucleus. ^28^Si irradiation specifically activated Phospholipase C Signaling by up-regulating expression of *BLNK*, *PLD1* and *PLD3* genes. These molecules activate *PLCγ*, which hydrolyzes *PIP2* and releases the second messenger *DAG*. The latter activates Protein Kinase C which participates in activation of stress responding and cell proliferation pathways such as NF-KB and ERK signaling.

## Conclusions

In summary, our data indicate that normal human bronchial epithelial cells exposed to HZE particle and γ-ray radiation elicit distinct gene expression patterns that are specific to the radiation type. Molecular functions involved in these distinct expression profiles were commonly associated with cell cycle regulation, DNA damage response and other stress responding mechanisms. Gene enrichment in specific pathways indicated that different molecular mechanisms are involved in the response to different radiation qualities. At least over the doses tested, dose does not appear to be a strong factor in eliciting differential transcriptome responses. What we have not discerned is how these differences in initial response are linked to the long-term consequences of such exposures. Experiments using long-term cell cultures from surviving cells are ongoing. Transcriptome data, measures of genomic instability, mutation within driver genes, cellular transformation and other endpoints are being collected. Ultimately, the fate of HBECs will be followed from the initial events following γ-ray and HZE particle exposures as described here, to the extent to which these irradiated cells form tumors in immune-compromised mice. Whether these initial differences remain over time or whether they coalesce into a common set of biomarkers or risk factors as cells undergo transformation and ultimately become oncogenic is currently unknown. Having such knowledge will be crucial for understanding: radiotherapy risks such as second cancers when using HZE particles for therapy; whether the novel pathways associated with only γ-ray exposures may be informative for development of biomarkers for determining risk for lung cancers in individuals who have or will receive multiple diagnostic CT scans over their lifetime [32-34]; and finally, the risk for lung cancers for astronauts on deep space or extended lunar missions.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LHD participated in designing the experiments, carried out irradiation, microarray assays, data analysis and quantitative RT-PCR. SP and MP participated in irradiation and sample preparation. LG helped setting up and maintaining a sample database. YX helped in data analysis. JDM helped to coordinate and draft the manuscript. MDS conceived of the study, participated in its design, coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Primers used for qRT-PCR. Click here for file

Additional file 2 Clustering Analysis of Gene Expression Profiles with Heatmap. Click here for file

Additional file 3 Ratio of differential expression of 73 gene signature that predicts Fe, Si and γ-ray irradiation. Click here for file

# Supplementary material for: Distinct transcriptome profiles identified in normal human bronchial epithelial cells after exposure to γ-rays and different elemental particles of high Z and energy
**Source:** BMC Genomics. 2013 Jun 1;14:372. doi: 10.1186/1471-2164-14-372
**Supplement:** Additional file 2 — Clustering Analysis of Gene Expression Profiles with Heatmap.

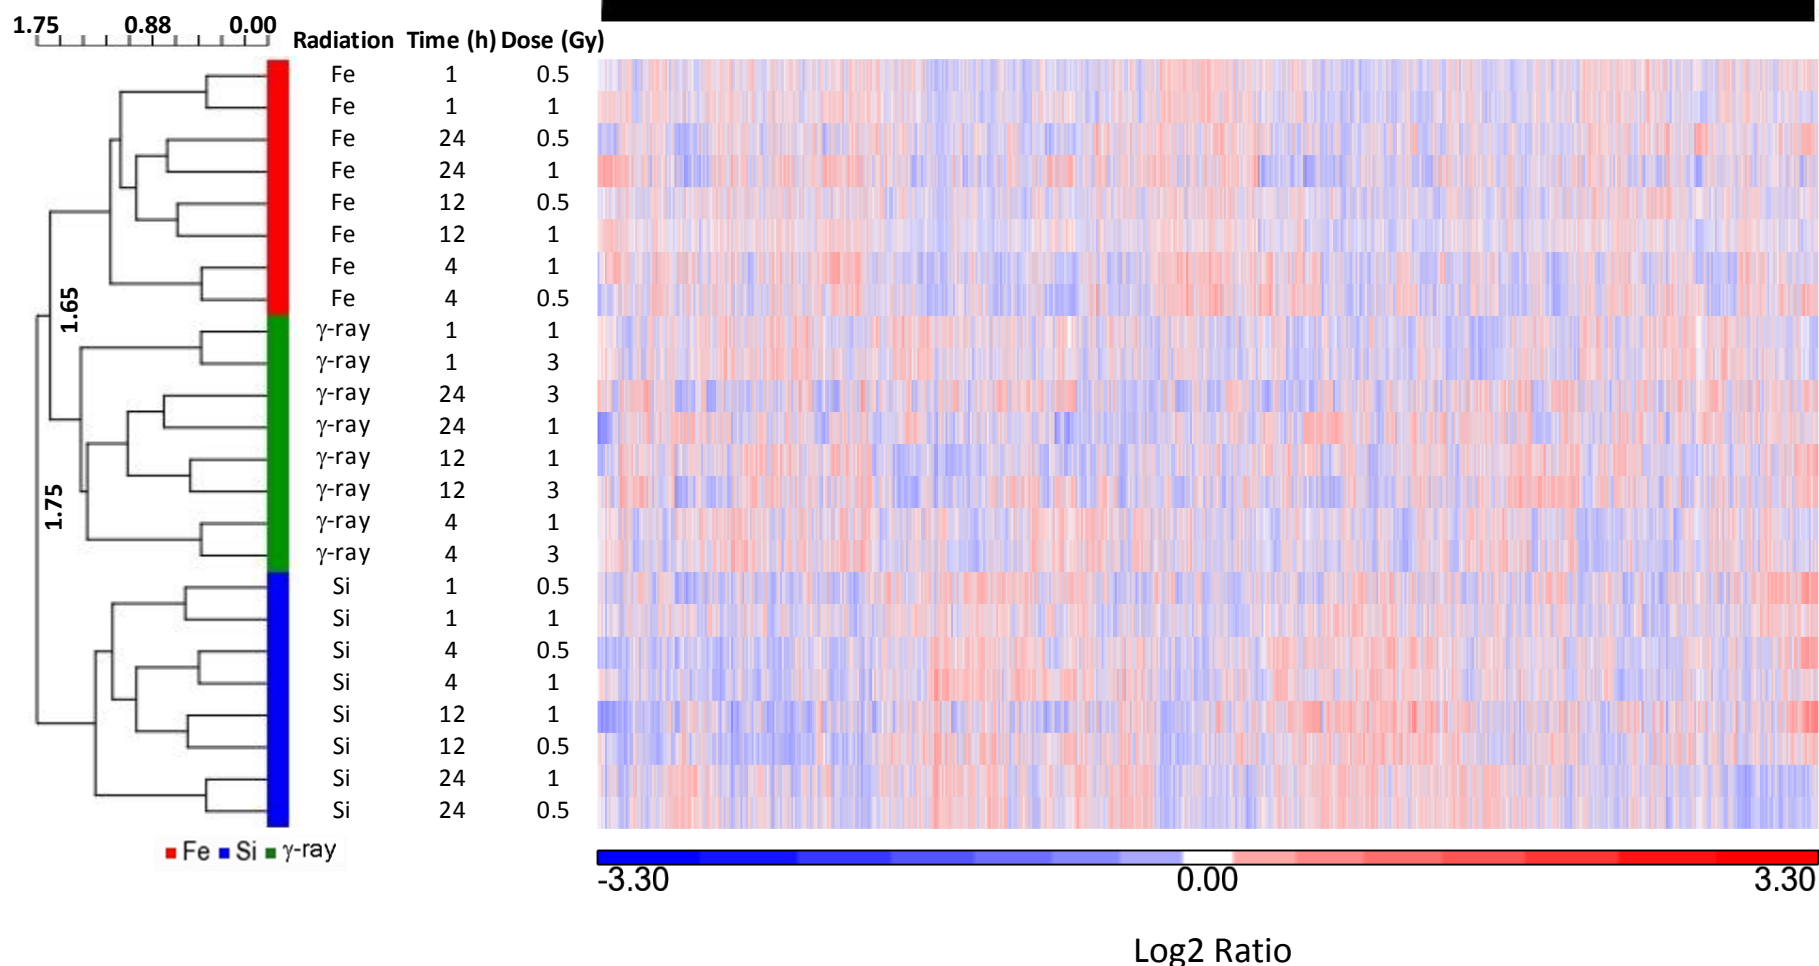

Unsupervised hierarchical clustering with a heatmap. The clustering was performed using averaged log2 ratios of 48,701 probes and implemented by Partek Genomics Suite 6.6. The row clustering was performed by using Spearman absolute value dissimilarity and Ward's method for grouping. The scale for the dendrogram represents the distance of clusters generated by Ward's method. The distances of clusters between 3 radiation types are labeled in the dendrogram. The column clustering was using Pearson dissimilarity and complete linkage.

How the deposited data were processed for this re-analysis (not part of the article)

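HBEC3KT cells (HEBC3KT in the paper) were mock-irradiated or exposed to 56Fe ions, 28Si ions or γ-rays, and RNA was hybridized to Illumina HumanWG-6 V2 BeadChips. The 134 arrays on 35 chips comprise 83 arrays of irradiated, 40 of mock-irradiated and 11 of reference cells, from 5 campaigns. The array labels name the γ-ray arm x-ray, and it was taken as γ-rays after the paper. The series holds 2 kinds of values. The authors extracted the bead signals with BeadStudio as mean intensities per probe, deposited neither background-subtracted nor normalized. The intensities in the authors' value table were background-subtracted (MBCB), quantile-normalized and taken to log2 by the authors, and are not divided by a control sample and not corrected for batches.

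The bead signals were corrected with normexp (offset 50), quantile-normalized over all arrays and taken to log2, and technical replicates of 1 run, dose and time were averaged, which left 116 samples. The median raw signal per array ran from 45.8 to 115.8 with a median of 63.9. Probes with a mean log2 signal above the median of all probes (6.23) were tested, 24350 of 48701. A run is 1 radiation type in 1 campaign, and runs are the replicates, 3 per radiation type. The March 2008 run of 56Fe has no sample of 0.5 Gy at 12 h, so there are 35 dose differences in place of 36.

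The response of a run at a time is the mean of both doses minus the mock-irradiated sample of that run and time. Irradiated and mock-irradiated samples of 71 pairs correlated with a median coefficient of 0.68 (0.27 to 0.87) within runs. limma 3.58.1 in R 4.3.3 was fitted to the 36 responses with 12 coefficients, 24 residual degrees of freedom and 8.31 prior degrees of freedom. No term for the run was added, so the 4 responses of a run entered as independent. Probes that respond to a radiation type were called by an F test over the 4 times at an adjusted p under 0.01 and a fold above 1.3, and all other comparisons at an adjusted p under 0.05. Doses were compared with the same fit on differences between the higher and the lower dose. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and their means over runs with exact permutation tests over the 280 splits of the 9 runs. The F ratios come from an ANOVA of the log2 ratios to mock over all probes, and the clusters from Spearman correlations after removal of campaign means. The classifiers were trained in scikit-learn 1.9.0 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) on log2 ratios to the reference, with 4 outer and 10 inner folds drawn 10 times. Figures were drawn with matplotlib 3.10.9, and tables were read with data.table 1.17.8.

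The tests were tried on simulated data with 4000 probes. A change of 0.3 log2 in all radiation types was recovered for 85.1% of probes, a change of 0.6 after 1 radiation type for 74.6%, and a dose difference of 0.8 for 98.5%.

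The named genes follow a rule: genes past a threshold and changed the same way in every run, the 12 named genes with the smallest p between radiation types, and the genes the paper names, whose values in the paper had been seen. Genes named outside the rule, among them members of lists and genes that differ between doses or between mock-irradiated samples, were chosen after their values were seen. The gene lists, the rule, the comparisons and the alternatives were written before the data were examined, apart from the alternatives given as chosen after seeing the data.

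The alternatives changed the background correction, the scaling between arrays, the values used, the filter, the variance prior, the pairing with mock, the chip, the control, the doses, the threshold, a 2-step regression written after the paper's methods, which do not give every detail of its design, the distances of the clusters and the kernel of the classifier, and left out each run in turn. Genes without a named probe were not analysed here. The quantitative PCR measurements were not analysed here.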

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

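Of the tests in this part, those of chip differences and dose response and that of the clusters were chosen after the results were seen, as were the settings without 1 time.

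At 12 h the log2 ratio of CYP2S1 was 0.57 in the γ-ray run of November 2009, far from the 0.09 to 0.33 of the other 8 runs (gap over range 0.5, against a critical value of 0.493). Of 38 groups of 9 runs tested in this way, 1 had such a run, where chance gives 1.9.

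Doses differed in 165 probes after 28Si and in 200 after γ-rays, a difference between groups. Exchanges of both doses within run and time called as many probes in 3 of 100 cases for 28Si (highest other 201) and in 2 of 100 for γ-rays (highest other 205), the real ones included, so that chance can be excluded at 0.05, while some exchanges call more than the real data. For 56Fe, limma called 0 probes (2004 with an unadjusted p under 0.05), a count that all 100 of 100 exchanges reach by construction (highest other 14), so that this test says nothing about chance. For 28Si at 12 h, the higher dose departed from mock more in 3 of 3 runs, as a dose response needs, but the same probes went the opposite way between doses at 1 h (-0.20) and 4 h (-0.31). No run had its 1 Gy sample on the chip of the mock sample, so that chip differences or faults of single samples stay open here too (14 probes with the chip as block). For γ-rays the higher dose departed more in 1 of 3 runs. Oriented by the sign of their dose difference, the γ-ray probes lay below mock at 1 Gy (-0.95, -0.51 and -0.41) and above it at 3 Gy (0.23, 0.04 and 0.47). These values argue against a steady rise with dose in these probes. A dose response of another shape and a deviation of the 1 Gy samples of 24 h cannot be told apart with so few runs. Chip differences as the cause of the γ-ray probes are argued against by the runs with mock and 1 Gy on 1 chip, where the smallest difference was -0.41, against -0.51 in the run with separate chips; a fault in the handling of single samples was not tested and stays open, and with arrays scaled to a common median 0 probes differed between doses of either type.

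The classifier's accuracy on the signature may rest on the run as well as on the radiation. Trained on irradiated arrays, SVM gave 87.5% of the 40 mock-irradiated arrays the radiation type of their run, although these cells received none; with their own run left out of the training it was 57.5%. With whole runs held out SVM gave 66.3% (90.4% with a linear kernel, and DDA 96.4%), and 66.7% for November 2009 after training on earlier campaigns, all above 33.3%. With whole runs held out, 33.3% is not the level of chance, as random sets of 73 probes had a median of 2.4%. Of 100 sets of 73 probes, 1, the signature itself, reached its 81.9% in 1 round of folds (median of the others 63.9, highest 79.5). The same held for its 66.3% with runs held out (highest other 28.9). The probes were chosen to differ between radiation types, and the paper does not state on which runs: it describes November 2009 as a blinded set of later exposures, while the 24 samples after 28Si in its Table 2 are as many as all 3 runs hold here, November 2009 included. Shared runs and a choice of the probes on these same runs therefore stay open as explanations. The lower accuracy of the random sets cannot decide here, as they were not chosen in that way. Exchanges of the radiation type between runs gave an accuracy as high in 9 of 100 cases (highest other 85.5), so that chance cannot be excluded. With ratios to mock in place of the reference, the accuracy was 46.0%, and 1.2% with whole runs held out. The latter lies near the median of 2.4% of random sets with ratios to the reference. Radiation and run effects both stay open.

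The grouping of profiles by radiation type and the pairing of doses may come from how the ratios are built. Both doses share a mock sample: without its subtraction the median correlation of doses was 0.25, no higher than the 0.30 of irradiated with mock-irradiated samples, and simulated unchanged samples that share a mock correlated at 0.48. For the mean F ratio of radiation type (1.72), 76 of 99 exchanges of the radiation type between runs gave one as high (median of the others 1.88, highest 2.31). For the agreement of clusters with radiation type (0.61), 85 of 100 did (median of the others 1, highest 1). Chance cannot be excluded for either. A difference between radiation types in biology was not excluded by these tests and stays open.

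In the mock-irradiated samples, which the paper uses as controls only, 6159 of 24350 probes differed between times. This is a signal in data the paper did not analyse. Rearrangements of the times within runs called as many in 1 of 100 cases, the real one included (highest other 0), so that chance can be excluded.

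Exchanges of irradiated and mock within runs called as many probes as the 39 that changed over all radiation types, summed over the times, in 2 of 100 cases (highest other 71), so that chance can be excluded. For probes that respond to 1 radiation type, 4 exchanges are possible, too few for a share under 0.05; the real value was 1 for 56Fe, reached in 1 of 4, and the highest other 0. For probes whose response differs between radiation types (0 by limma, 1509 with an unadjusted p under 0.05), 100 of 100 splits of the runs called as many (highest other 2), as any split must; of the counts with an unadjusted p under 0.05, 23 of 100 were as large as the real one (highest other 2336), so that chance cannot be excluded for these. Without the March 2008 run, limma called 0 probes for 56Fe, which from a count of 1 cannot show whether chip differences in that run matter.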

How the results depend on the processing

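The settings with each run centred, without 1 time, without the samples of 1 Gy γ-rays at 24 h and 1 Gy 28Si at 12 h, and, for gene lists and mock-irradiated samples, with a common median were chosen after seeing the data. Where a value changed, the cause was not tested, except where fewer samples or another control make it another comparison.

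Of 846 values of named genes under the alternatives, 555 kept direction and call, 281 kept the direction without the call and 10 reversed. Of 476 values of gene lists, 425, 45 and 6 did so. At 1 h, limma called 0 probes (831 with an unadjusted p under 0.05) under every alternative except the ratio to the reference.

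Leaving out each run in turn gave 0 to 13 probes for 56Fe, 0 to 1 for 28Si, 0 to 2 for γ-rays, 9 to 18 at 4 h, 1 to 59 at 12 h, 0 to 11 at 24 h, 0 to 1 for the difference between radiation types, and 0 to 880, 0 to 315 and 3 to 303 between doses of 56Fe, 28Si and γ-rays. SVM accuracy ran from 41.7 to 79.2% for November 2009, from 46.7 to 68% with runs held out and from 81.8 to 88.4% in random folds. The mean F ratios ran from 1.64 to 1.94, from 1.56 to 1.63 and from 0.75 to 0.936 for radiation type, time and dose, the cluster index from 0.37 to 1, the dose pairs from 9 to 11, the list calls from 42 to 55 and the mock-irradiated count from 4691 to 6722. DNA replication genes after 28Si ran from -0.07 to 0.01, the latter without the 28Si run of November 2009.

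In what follows, counts are for limma and the unadjusted counts are those of the passages. With no background correction, 0 probes responded to 56Fe and 1 differed between its doses. With offset 16, 0 responded to 56Fe and 0 changed at 24 h. With a common median, 0 responded to 56Fe and 0 to γ-rays, 2, 1 and 0 changed at 4, 12 and 24 h, 0 differed between doses of 28Si and 0 of γ-rays, and 962 between mock-irradiated times; BRCA1 genes at 12 h had 0.04, and after γ-rays BRCA1 genes 0.06, DNA replication 0.08, G1/S 0.04 and G2/M 0.04, all with the opposite sign, while this scaling moved the median of all probes at 12 h to 0.04 and that of all genes after γ-rays to 0.08, so that no median of these lists lay above that of all probes or genes. With the authors' value table, 0 responded to 56Fe and 0 to γ-rays, 14 changed at 12 h and 0 at 24 h, and 21 and 82 differed between doses of 28Si and γ-rays. With the upper quartile filter, 0 responded to 56Fe, 51 changed at 12 h, and 1 and 256 differed between doses of 56Fe and 28Si. With trend and robust, 0 responded to 56Fe and 0 to γ-rays, 3, 0 and 0 changed at 4, 12 and 24 h, and 119 differed between doses of γ-rays.

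With no replicate block, 0 responded to 56Fe and 0 to γ-rays, 0, 0 and 0 changed at 4, 12 and 24 h, and 0 and 20 differed between doses of 28Si and γ-rays. With the chip as block (correlation 0.15), 0, 0 and 0 changed at 4, 12 and 24 h, and 89 and 14 differed between doses of 56Fe and 28Si.

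With the ratio to the reference, 1354, 72 and 5 probes responded to 56Fe, 28Si and γ-rays, 92, 2265, 337 and 193 changed at 1, 4, 12 and 24 h, and 262 differed between radiation types; this ratio includes changes with time in culture. It reversed CDCA7 at 4 h (0.31), CDK18 (-0.10), PLCD3 (-0.15), SPATA18 (-0.11), ZWINT (0.73), CENPO (0.39) and DONSON (0.46) at 12 h, CDKN1A at 4 h after 56Fe (-0.23), THBS1 at 24 h after γ-rays (-0.31) and TRIM22 at 12 h after 56Fe (-0.20).

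With the lower dose, 0 responded to 56Fe and 97 to γ-rays, 2, 0 and 75 changed at 4, 12 and 24 h, and 3 differed between radiation types. With the higher dose, 2, 84 and 3 responded to 56Fe, 28Si and γ-rays, and 194 and 17 changed at 12 and 24 h. With no fold limit, 2, 16 and 3 responded. The 2-step regression gave 0 for 56Fe and 3 for γ-rays, and with each run centred 0, 35 and 8. With campaign as a term, 1 probe differed between radiation types. Without 12 h, 0 differed between doses of 28Si, and without 24 h, 0 between doses of γ-rays. Without the samples of 1 Gy γ-rays at 24 h and 1 Gy 28Si at 12 h, 4 changed at 12 h and 11 at 24 h.

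The mean F ratio of time was 1.48 with no campaign term, that of radiation type 2.03 with dose as lower or higher, and that of dose 1.1 over probes past the filter. Without mock subtraction, 2 of 12 dose pairs were nearest neighbours. With ratios to mock, SVM accuracy was 46%, 33.3% for November 2009 and 1.2% with runs held out; with a linear kernel it was 98.3%, 87.5% and 90.4%. With an estimated correlation, 7 of 53 list calls passed. Probes below a mean log2 signal of 6.23 were tested only with no filter.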

Differences from the paper's values

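Folds here were computed from log2 ratios rounded to 2 decimals, and alternatives are those set before the data were examined unless said otherwise. Whether a value differs was judged for each gene and setting apart, so that equal folds of different genes can be judged differently. For the 73 signature probes, log2 ratios here had a slope through 0 of 0.51 on the paper's, and of 0.88 with the authors' values. The processing here thus gave smaller ratios for those probes.

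The mean F ratio of radiation type was 1.72, against the paper's about 2.8 in Fig. 2A, read by eye. It differs under 10 of 13 alternatives, and not with dose as lower or higher (2.03), without 56Fe of November 2008 (1.9) or without 28Si of November 2009 (1.94).

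The paper counts 765 genes that respond to any radiation type, 173 to γ-rays only, 191 to 28Si only and 107 to 56Fe only. Here 1 probe passed in any type, and by limma 0 in γ-rays only, 0 in 28Si only and 0 in 56Fe only (unadjusted p under 0.05 in 1573, 2350 and 1090 probes for each type). Both use a false discovery rate of 0.01 and a fold of 1.3, but the paper uses a regression over time with doses as replicates and an R² of 0.3. All 4 counts differ under all 23 alternatives, the 2-step regression included, which gave 3; it was written after the paper's methods, which do not give every detail of the design, and with each run centred, chosen after seeing the values, it gave 43 (35 28Si only, 8 γ-rays only). The ratio to the reference gave 1405 in any type and 1329 in 56Fe only, above the paper's counts; γ-rays only reached at most 97 and 28Si only at most 83.

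SH3GL3 had a fold of -1.18 at 1 h after γ-rays, against the paper's -1.3, and differs under all 21 alternatives, with the authors' value table (-1.39) on the other side of the paper's value. APH1B had -1.12 at 4 h after 56Fe, against the paper's -1.3; it does not differ with the authors' value table (-1.18) or the ratio to the reference (-1.3), and does under the other 19. BLNK had 1.21 at 24 h after 28Si, against the paper's 1.5, PLD1 had 1.12 at 12 h, against the paper's 1.4, and PLD3 had 1.15 at 24 h, against the paper's 1.6, at the brightest of 3 probes (the log2 ratio was 0.23 at another, and the paper does not name its probe); these differ under all 20, 20 and 21 alternatives, BLNK with the authors' value table (1.61) and the ratio to the reference (1.67) on the other side of the paper's value.

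TRIM22 at 12 h had a log2 ratio of 0.35 after 56Fe, against the paper's about 0.64 in Fig. 4B, read by eye, 0.29 after 28Si, against about 0.61 in Fig. 4B, and 0.33 after γ-rays, against about 0.55 in Fig. 4B, where error bars are standard errors. After 56Fe it does not differ with offset 16 (0.44) or the authors' value table (0.60), and does under the other 19. After 28Si it does not differ with the authors' value table (0.61), and does under the other 20. After γ-rays it does not differ with offset 16 (0.40), a common median (0.53), the authors' value table (0.53), without γ-rays of November 2008 (0.37), with the chip as block (0.36), the ratio to the reference (0.45) or the higher dose (0.38), and does under the other 14.

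The paper finds a cluster for each radiation type; here γ-rays were split, with an index of 0.61 (1 with the authors' value table or the ratio to the reference). The paper pairs doses at every time; here 10 of 12 were paired (11 with the authors' value table). The paper ranks SVM first among the classifiers; here DDA was first (98.1%), and SVM had 85.9% (98.3% with a linear kernel). Of the 6 analysed genes that the paper lists as common to the radiation types, CDKN1A, TRIM22 and SUGCT changed over all radiation types, and INPP5D, GLUL and CCNA1 were not called at any time. As a list, the 6 genes were higher than other genes at 12 h (median 0.25, in 9 of 9 runs; camera, adjusted p = 6.6e-08, and 0.0039 with an estimated correlation), at 24 h (median 0.17, in 6 of 9 runs; 1.1e-05 and 0.017) and after γ-rays over the 4 times (median 0.15, in 3 of 3 runs; 8.8e-05 and 0.043), while the calls at 4 h (median 0.06, adjusted p = 0.0037), after 56Fe (0.06, 0.022) and after 28Si (0.14, 0.0037) did not pass with an estimated correlation (adjusted p = 0.12, 0.2 and 0.22).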

Other observations

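The alternatives for the mock-irradiated samples (a common median, the authors' value table and leaving out each run) were chosen after seeing the data, and the genes named here were chosen after their values were seen.

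In mock-irradiated cells, 6159 probes differed between times in culture (36 samples, 9 runs; 962 with a common median and 5652 with the authors' value table; smallest limma adjusted p = 1.7e-08). From 1 to 4 h, 1093 probes rose and 864 fell. PTGS2, a prostaglandin synthase, fell to -1.70 ± 0.72 and HBEGF, a growth factor, to -1.37 ± 0.58 (lower in 9 of 9 runs each). From 12 to 24 h, MCM10 and FEN1, which act in DNA replication, fell to -1.63 ± 0.78 and -1.65 ± 0.93, and CCNE2, cyclin E2, to -1.30 ± 0.69, while TSC22D3, a glucocorticoid-induced gene, rose by 2.27 ± 1.00, the clock gene PER2 by 1.66 ± 0.37 and the basal keratin KRT15 by 1.32 ± 0.98, in 9 of 9 runs each.

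As lists, from 1 to 12 h DNA replication genes had a median of 0.47 (10 of 42 rose, 35 adjusted over the list alone; limma and camera adjusted p = 4.5e-13, but adjusted p = 0.32 with an estimated correlation). From 12 to 24 h they had -0.75 (35 of 42 fell, 38 adjusted over the list alone; limma and camera adjusted p = 7.1e-20, but adjusted p = 0.23 with an estimated correlation), and stress genes of ATF4 and the unfolded protein response had 0.58 (21 of 27 rose, 24 adjusted over the list alone; limma and camera adjusted p = 7e-12, but adjusted p = 0.2 with an estimated correlation).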
